# Differential expression and co-expression gene network analyses reveal molecular mechanisms and candidate biomarkers involved in breast muscle myopathies in chicken

**DOI:** 10.1038/s41598-019-51521-1

**Published:** 2019-10-17

**Authors:** Eva Pampouille, Christelle Hennequet-Antier, Christophe Praud, Amélie Juanchich, Aurélien Brionne, Estelle Godet, Thierry Bordeau, Fréderic Fagnoul, Elisabeth Le Bihan-Duval, Cécile Berri

**Keywords:** Gene expression analysis, Transcriptomics

## Abstract

The broiler industry is facing an increasing prevalence of breast myopathies, such as white striping (WS) and wooden breast (WB), and the precise aetiology of these occurrences remains poorly understood. To progress our understanding of the structural changes and molecular pathways involved in these myopathies, a transcriptomic analysis was performed using an 8 × 60 K Agilent chicken microarray and histological study. The study used *pectoralis major* muscles from three groups: slow-growing animals (n = 8), fast-growing animals visually free from defects (n = 8), or severely affected by both WS and WB (n = 8). In addition, a weighted correlation network analysis was performed to investigate the relationship between modules of co-expressed genes and histological traits. Functional analysis suggested that selection for fast growing and breast meat yield has progressively led to conditions favouring metabolic shifts towards alternative catabolic pathways to produce energy, leading to an adaptive response to oxidative stress and the first signs of inflammatory, regeneration and fibrosis processes. All these processes are intensified in muscles affected by severe myopathies, in which new mechanisms related to cellular defences and remodelling seem also activated. Furthermore, our study opens new perspectives for myopathy diagnosis by highlighting fine histological phenotypes and genes whose expression was strongly correlated with defects.

## Introduction

The poultry industry relies on the production of fast-growing chickens, which are slaughtered at high weights and intended for cutting and processing. It is currently facing severe myopathic defects, such as white striping (WS), which is characterized by the appearance of lipid and connective inclusions that develop parallel to the muscle fibres^1–3^, or wooden breast (WB), which is characterized by a heterogeneity of colour, excessive surface exudate and a loss of muscle elasticity^4,5^. These two defects significantly impair breast fillet appearance and therefore consumer purchases^6^. Compared to normal fillets, these defects also affect meat nutritional value by increasing fat and connective tissue content and lowering muscle protein content^7–11^ and water holding capacity (WHC), resulting in higher drip (DL) and cooking (CL) loss, lower curing cooking yield (CCY) and marinade uptake^3,5,11,12^. Breast fillets that are severely affected by WS or WB are difficult to market fresh and are more often valued as raw materials for processing or downgraded for pet food in the most severe cases^13^. Therefore, these defects lead to significant economic losses for the poultry industry. Moreover, an increasing incidence of muscular defects is likely to degrade the image of chicken meat by consumers, as attested by the increasing number of articles dedicated to the subject in the specialized or general press.

Although myodegenerative defects are now widely described in the literature^1–4,14^, their precise aetiology remains unclear. What is certain is that the frequency and severity of these defects increase with the growth rate of the animals, their slaughter weight and their breast meat yield (BMY)^3,7,15^. In addition, their increasing occurrence corresponds to changes in current production practices, particularly the use of increasingly efficient genotypes and the slaughter of heavy broilers, whose meat is intended for processing. The genetic basis of WS and WB has been recently demonstrated^16,17^, but the genes involved in the control of these defects are still unknown despite the recent identification of QTL, which controls WS^18^. In one study several chromosomal regions of interest in WS were suggested, and the results indicated a polygenic determinism for the trait and include a list of putative candidate genes that primarily affect muscle metabolism, fibre structure and human neuromuscular disorders^18^. Therefore, improving understanding of the molecular mechanisms that underlie muscle susceptibility to WS and WB remains an important objective from the perspective of more efficient selection and improved breeding conditions.

Recent transcriptomic studies have described changes in muscle gene expression related to the occurrence and severity of myodegenerative defects measured in fast-growing broilers^19–23^.

In the current study, we compared the gene expression profile of the *pectoralis major* muscle between birds obtained from a slow-growing chicken line (SG) and birds obtained from a modern fast-growing line; all birds were visually scored as either severely affected by both WS and WB defects (FG-WSWB) or free from defects (FG-C). We further included a slow-growing line in which no defect was observed with the aim of identifying the biological changes induced by long-term selection on body weight and muscle development that has resulted in the establishment of the myopathies. This study is also focused on the search for fine and histological traits that can be used to quantify muscular defects with the aim of correlating them with gene expression and identifying biomarkers of myopathic muscles.

## Results

### Animals and descriptive statistics of meat quality phenotypes

The transcriptomic analysis was performed on 3 × 8 individuals obtained from the SG, FG-C and FG-WSWB groups. FG individuals were obtained from a grand-parental population of 176 42-day-old broilers visually scored for WS and WB. Individuals were chosen to be representative of either the control (i.e., without any apparent defects) or the severely affected (i.e., affected with both the WS and WB defects) categories. SG birds were obtained from a slow-growing INRA experimental line that was also slaughtered at 42 days of age. Only body weight (BW) and *pectoralis major* yield (PMY) were measured in this line. Student’s t-test revealed that BW at 42 days of age was more than three times higher (3324 vs 999 g; p-value ≤ 0.0001) and PMY was 25% higher (17.9 vs 13.5%; p-value ≤ 0.0001) in fast-growing broilers than in slow-growing birds.

The average phenotype values of the FG-C and FG-WSWB groups are described in Supplementary Table S1. FG-C and FG-WSWB chickens showed similar BW and abdominal fatness (AFP). BMY did not differ between FG-WSWB and FG-C chickens (p-value = 0.07), while the difference between the groups was significant when considering only PMY (p-value ≤ 0.05). FG-WSWB breast muscles exhibited much greater DL and CL (p-value ≤ 0.001 and p-value ≤ 0.01, respectively) and tended to have lower CCY and higher lightness (L*) (p-value = 0.07) than were observed in FG-C chickens. They did not differ in other meat quality traits, including lipid peroxidation index (evaluated through TBA-RS) after storage and shear force (SF) value after cooking.

### Fine and quantitative histological traits

To quantify muscular defects, quantitative histological traits were measured in *pectoralis major* muscle cross sections obtained from the three groups (SG, FG-C and FG-WSWB) (Table 1). A quantification of fibrosis and adiposis was performed using a collagen VI-bodipy co-labelling technique (Fig. 1A–C). The percentage of the area labelled with collagen VI (representative of fibrosis) on the microscopic field was 4.2 and 6.9 times higher in FG-C and FG-WSWB muscles, respectively, than in SG *pectoralis major* muscles (p-values ≤ 0.0001). Thus, compared to SG muscles, both FG-C and FG-WSWB muscles showed extended endomysial and perimysial connective tissues, but the rate was 1.6 lower in the FG muscles macroscopically unaffected by WS and WB than in affected muscles. It is interesting to note that the percentage of the area labelled with collagen VI in one sample of the FG-WSWB group and one sample of the FG-C group was very different than the average value obtained in their respective groups, i.e., it was lower for the FG-WSWB sample (8.1%) and higher for the FG-C sample (13.6%). This suggests that these samples were either misclassified macroscopically or phenotypically intermediate between the FG-C and the FG-WSWB classes. However, the percentage of the area occupied by bodipy 493 staining (representative of adiposis) was approximately three times larger in FG-WSWB than in FG-C *pectoralis major* muscles (p-value ≤ 0.01) and was almost non-existent in SG *pectoralis major* muscles. These results indicate that muscle histological architecture is modified according to the selection on growth rate and that fibrosis and adiposis establishment are exacerbated in cases of severe defects.

**Table 1:** Means and standard deviations for histological traits measured in *pectoralis major* muscle cross-sections.

Traits	SG (N = 8)	FG-C (N = 8)	FG-WSWB (N = 8)	p-value
Collagen VI,%^*^	2.13 ± 0.73^a^	9.06 ± 2.96^b^	14.73 ± 4.14^c^	1.58 × 10^−7^
Adipose tissue, %^*^	0.05 ± 0.12^a^	0.36 ± 0.27^a^	1.10 ± 0.82^b^	1.29 × 10^−3^
Number of fibres per field	203.7 ± 21.2^a^	51.1 ± 11.4^b^	45.1 ± 9.5^b^	2.50 × 10^−15^
Number of capillaries per field	36.7 ± 8.2^a^	24.0 ± 7.2^b^	17.0 ± 5.3^c^	3.44 × 10^−4^
Number of fibres per capillary	6.3 ± 2.3^a^	2.3 ± 0.9^b^	2.9 ± 1.2^b^	1.20 × 10^−4^
Fibre surface per capillary, µm^2^	12961 ± 3985^a^	20169 ± 4248^b^	22150 ± 5681^b^	3.89 × 10^−3^
Fibre size, µm^**^	25.0 ± 1.8^a^	55.2 ± 8.5^b^	48.2 ± 11.4^b^	5.22 × 10^−6^
Coefficient of variation of fibre size, %	25.5 ± 2.0^a^	37.8 ± 7.9^a^	50.5 ± 10.7^b^	3.14 × 10^−3^

^*^Relative area (%) occupied by collagen VI or adipose tissue.

^**^Calculated from the Feret’s minimum diameter.

^a,b,c^Analysis of variance performed with the group factor for each trait. Different superscripts in each line indicate significant differences between groups, as determined by pairwise comparison (p-values ≤ 0.05).

**Figure 1:**
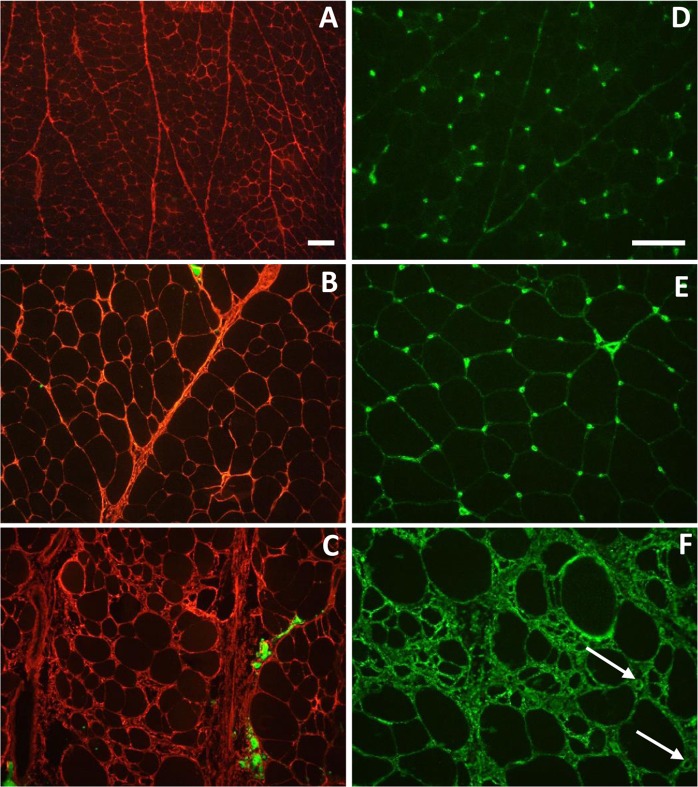
Collagen VI-Bodipy co-labelling (**A–C**) and fibronectin labelling (**D**–**F**) fluorescence micrographs of SG (**A,D**), FG-C (**B,E**) and FG-WSWB (**C,F**) *pectoralis major* muscles. Collagen VI labelling is in red and bodipy in green (**A–C**). Capillaries in the affected muscles (**F**) are indicated by arrows. Scale bar: 100 µm. A,B, and C: 10× objective, D,E and F: 20× objective.

Capillary density and fibre size were measured using laminin-fibronectin co-immunolabelling (Fig. 1D–F). The number of capillaries in the microscopic field was 1.5 and 2 times lower in severely affected muscles (FG-WSWB) than in macroscopically unaffected muscles (FG-C) (p-value ≤ 0.05) and normal muscles (SG) (p-value ≤ 0.0001), respectively. In addition, the structure and location of the capillaries appeared to be modified in FG-WSWB muscles as we noticed the presence of lumens in their capillaries, likely because of vasodilatation, and of connective tissue extensions that altered the connection between capillaries and muscle fibres (Fig. 1D–F).

As expected, the number of fibres in a microscopic field was significantly lower in FG than in SG muscles (p-values ≤ 0.0001) due to the difference in fibre size (measured as the minimal Feret’s diameter), which was significantly lower in SG than in FG muscles (p-values ≤ 0.0001) (Table 1). The number of fibres per capillary was approximately 2 to 3 for FG muscles and approximately 6 for SG muscles. However, if we consider the fibre surface supplied by one capillary, it was almost two times larger in FG (20169 µm² for FG-C and 22150 µm² for FG-WSWB) than in SG muscles (12961 µm²) (p-values ≤ 0.05) due to the difference in fibre size and conjunctive tissue extension. Interestingly, neither the number of fibres per capillary nor the averaged fibre size was different between FG-C and FG-WSWB muscles. However, there was significantly more fibre size variation in FG-WSWB muscles than in SG and FG-C muscles (p-values ≤ 0.01), probably due to the strong regeneration process indicated by an increase in frequency of regenerative fibre foci that contain more basophilic fibres with a great proportion of central nuclei.

### Differential gene expression analysis

To gain a better understanding of the molecular pathways underlying *pectoralis major* muscle susceptibility to WS and WB defects, a custom chicken 8 × 60 K Gene Expression Agilent Microarray was used to perform the transcriptomic analysis of muscles obtained from the SG, FG-C and FG-WSWB groups. 

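Pectoralis major RNA from 24 birds aged 42 days was labelled with a single dye and hybridised to 3 slides of 8 arrays, with 1 array per bird and 8 birds in each of the SG, FG-C and FG-WSWB groups. Every slide held arrays of the 3 groups. The macroscopic WS and WB scores in the sample labels were 0 in the SG and FG-C birds and 2 in the FG-WSWB birds. Birds are named here by their group and their number in the labels. The authors deposited the scanner files, with the processed signal of each spot after background subtraction, and a table of normalized log2 values. The processed signal was used here. The spots of each probe were averaged, the log2 signal was centred on the median of the expressed probes of each array, and the 3 groups were fitted with a linear model in limma. Probes were called differentially expressed (DE) at an adjusted p-value of 0.05 or less and a |FC| of at least 1.2. A gene with several expressed probes is reported by the probe with the highest group mean, and its normalized log2 signal is given relative to the array's median. All 24 arrays were kept, because the text of the paper does not name the birds that were left out of its differential analysis. No spot was saturated (0 of 61,657 spots on any array). The number of different probes well above background ranged from 38,174 to 40,597 (median 39,649) in SG, from 36,886 to 43,973 (median 41,696) in FG-C and from 35,772 to 43,803 (median 42,064) in FG-WSWB arrays. The median processed signal of an array ranged from 49.7 to 70.7 in SG, from 48.9 to 94.9 in FG-C and from 66.6 to 114.6 in FG-WSWB. The number of arrays limits the precision. The labels give 8 females, 3 in FG-C and 5 in FG-WSWB, and the SG birds are all labelled male. The W chromosome is carried by females only, and probes of W-linked genes were high in all 8 birds labelled female. They were as high in FG-C 5 and FG-WSWB 6, which are labelled male.

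**Figure D1:**
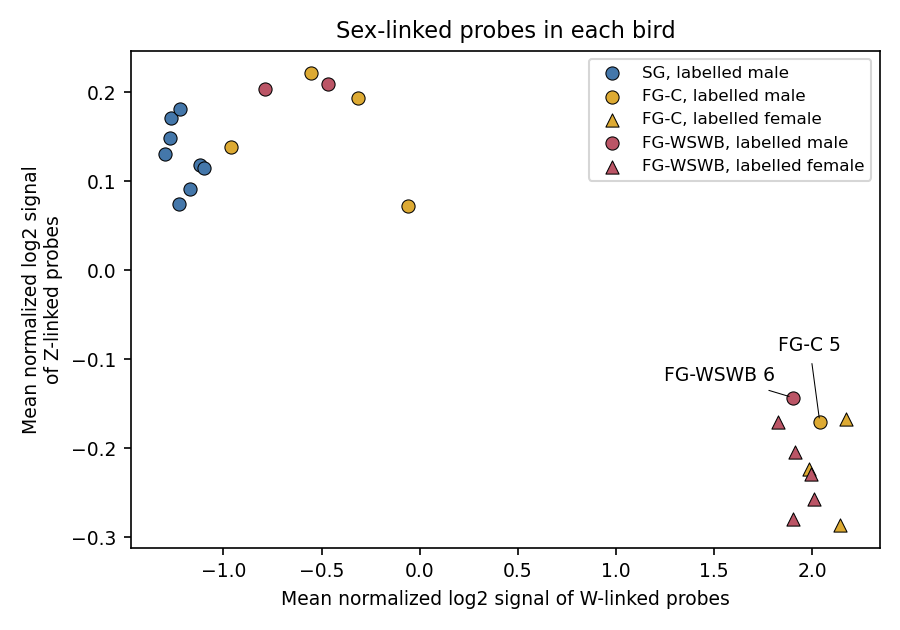
Mean normalized log2 signal of the W-linked probes (x axis) and of the Z-linked probes (y axis) in each of the 24 birds, by group and by the sex in the labels. The birds labelled female lie between 1.83 and 2.17 on the x axis, with FG-C 5 at 2.04 and FG-WSWB 6 at 1.90 among them, and the SG birds lie between -1.30 and -1.10.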

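The text of the paper does not define an expressed probe. Here, a spot counted as expressed when the scanner software marked it well above background on at least 6 of the 8 arrays of a group. This held for 43,990 spots (71.3%), which are the same spots as those listed in the authors' deposited table. They stand for 41,662 different probes, which were all tested. Most gene names came from the array's own columns, matched to a RefSeq annotation of the GRCg7b assembly. The part of Supplementary Data S2 used here named 583 probes by probe and 23 by symbol. For 2,244 other probes the name in the files was kept without a match. In total, 37,906 of the 58,697 different probes on the array were named. The expressed probes represented 11,979 genes. In the part of Supplementary Data S2 used here, 1,137 probes with a single gene were also named from the array's own columns, and 93.1% of them had the same gene.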

Among the 61,657 probes spotted on the array, 43,688 (71%) were expressed, and 36,473 (59%) were annotated (corresponding to 12,272 genes) based on the NCBI EntrezGene database and Galgal5 chicken genome assembly. Based on quantitative histological characterization and a multidimensional scaling plot of gene expression, three samples (i.e., the two samples previously identified in the histological analysis as misclassified into groups according to the macroscopic examination of defects and another sample from the FG-C group) were considered outliers and were not kept in the differential analysis. 

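On a multidimensional scaling plot based on the 500 probes that differ most between each pair of arrays, the first dimension took 57.3% of the variance and the second dimension 7.08%. On the first dimension, the SG birds lay between 2.99 and 3.61, the FG-C birds between -2.66 and 0.01 and the FG-WSWB birds between -2.74 and -0.92. FG-C 8 had a mean correlation across probes of 0.947 with the other FG-C arrays and of 0.979 with the FG-WSWB arrays. The corresponding values of FG-C 5 were 0.965 and 0.971. FG-WSWB 5 had a mean correlation of 0.966 with the other FG-WSWB arrays and of 0.971 with the FG-C arrays. When limma estimated a weight for each array, FG-C 8 had the lowest of the 24 (0.285) and FG-WSWB 5 had a weight of 0.442. No bird was left out for its values.

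**Figure D2:**
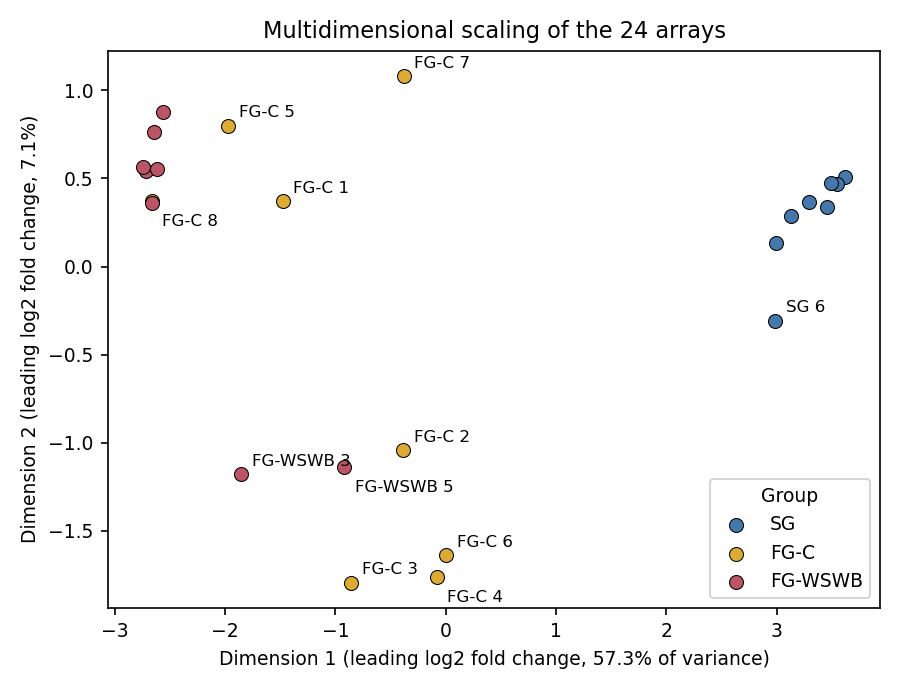
Multidimensional scaling of the 24 arrays by group, with the first dimension on the x axis (57.3% of the variance) and the second on the y axis (7.08%), both on the log2 scale. The SG birds lie between 2.99 and 3.61 on the x axis, and FG-C 8, at -2.66, lies among the FG-WSWB birds.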

The analysis of 21 samples was performed using a linear model and pairwise comparisons and revealed that 10,482 of the annotated genes were differentially expressed (DE) genes with a fold-change |FC| ≥ 1.2 in at least one of the three comparisons (adjusted p-value < 0.05). Among these, 6,725 genes were DE between SG and FG-C, 7,887 were DE between FG-C and FG-WSWB, and 9,608 were DE between SG and FG-WSWB. 

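With all 24 arrays, 10,325 of the 11,979 genes with an expressed probe had at least 1 DE probe in at least 1 of the 3 comparisons. The alternative that moved this number most was a threshold of 2-fold in place of 1.2-fold, with which 5,041 genes were called.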

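Between FG-C and SG, limma called 21,641 of the 41,662 probes (8,966 higher and 12,675 lower in FG-C), in 7,481 genes. Between FG-WSWB and SG, 29,804 probes were called (12,014 higher and 17,790 lower in FG-WSWB), in 9,579 genes. Between FG-WSWB and FG-C, 15,171 probes were called (6,095 higher and 9,076 lower in FG-WSWB), in 5,489 genes. In the comparison of FG-C with SG, 41.4% of the calls were higher. When each array was scaled to its 75th percentile in place of its median, which raised the median log2 FC of all probes by 0.11 for FG-C vs. SG, by 0.15 for FG-WSWB vs. SG and by 0.04 for FG-WSWB vs. FG-C, this share was 52.0%. It was 34.2% without a filter on dim probes and 65.3% with a fold change of at least 2, so that the balance of directions depended on the settings.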

The log2-transformed FC of the DE genes ranged from −3.48 to 6.64 for FG-C *vs*. SG, from −6.81 to 9.19 for FG-WSWB *vs*. SG and from −3.87 to 4.22 for FG-WSWB *vs*. FG-C, indicating the presence of substantial gene expression differences between these groups.

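Among the DE probes with a gene name that were well above background on every array of both groups, the log2 FC ranged from -4.00 to 7.79 for FG-C vs. SG (12,669 probes). It ranged from -5.26 to 8.83 for FG-WSWB vs. SG (16,778 probes) and from -2.38 to 3.43 for FG-WSWB vs. FG-C (8,917 probes). A further 663, 817 and 57 DE probes, respectively, were well above background on no array of 1 of the groups, so that only a limit of their FC can be given. Among the genes whose probe was well above background on every array of both groups, on 1 probe per gene, the largest rise was that of SPP1 in both comparisons with SG (log2 FC of 7.33 in FG-C and of 8.38 in FG-WSWB), and the largest fall was that of ZAR1L (-4.00 and -5.26). Between FG-WSWB and FG-C, AKR1D1 rose most (3.11) and PRR22 fell most (-2.37). TNNT2 (gene ID 396433), which lies on chromosome 26 of GRCg7b from 842,445 to 853,745 and was among the 5 largest rises of these genes in both comparisons with SG, had a normalized log2 signal of -0.07 ± 0.55 (SD, n = 8) in SG muscles. The signal was 5.48 ± 0.93 (SD, n = 8) in FG-C and 7.08 ± 0.55 (SD, n = 8) in FG-WSWB muscles. Its log2 FC was 5.55 (SE 0.33, adjusted p = 7.54e-12 from limma) for FG-C vs. SG and 7.15 (adjusted p = 4.3e-14) for FG-WSWB vs. SG, and all 8 birds of both groups were above every SG bird. The difference between FG-WSWB and FG-C was 1.61 (adjusted p = 0.00173), with 6 of 8 FG-WSWB birds above every FG-C bird.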

The top 10 DE genes in the three comparisons based on adjusted p-value and log2 FC are presented in Table 2 and Supplementary Table S2, respectively. These genes were mainly involved in the extracellular matrix, collagen fibrils and cytoskeleton organization, muscle contraction, the inflammation response, calcium homeostasis, oxidoreductase activity and angiogenesis.

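Of the 10 genes that Table 2 lists for each comparison, 8, 10 and 9 had an expressed probe of that name for FG-C vs. SG, FG-WSWB vs. SG and FG-WSWB vs. FG-C, and 7, 9 and 9 of these were called in the direction of the table. For Supplementary Table S2, all 10 genes had one in each comparison, and 6, 7 and 8 were called in the direction of the table. The exceptions were GOLGB1 in Table 2, MYH15 in both tables and MYH1B, MYH1A, TPM3 and FRMD5 in Supplementary Table S2. Probes of the same name can differ. The 4 expressed GOLGB1 probes had a log2 FC of -3.07, -0.02, 0.01 and 0.01 for FG-C vs. SG, and the 3 expressed TPM3 probes had -0.44, -0.08 and 1.50. With the mean of a gene's expressed probes, TPM3 had a log2 FC of 0.33 for FG-C vs. SG and of 0.77 for FG-WSWB vs. SG. GOLGB1 then had -0.38 for FG-WSWB vs. SG, against 0.42 on its probe with the highest mean. FRMD5 is listed with gene ID 396204, which the RefSeq annotation gives to CCN3, and its log2 FC was 2.86 for FG-WSWB vs. FG-C.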

**Table 2:** Top 10 DE genes for each comparison based on adjusted p-value.

Gene symbol^*^	Gene ID	Description	Adjusted p-value	log FC
**FG.C vs. SG**				
**MUSTN1**	404773	musculoskeletal, embryonic nuclear protein 1	9.39 × 10^−14^	5.02
GOLGB1	426868	golgin B1	1.36 × 10^−12^	−2.80
**TNNT2**	396433	troponin T2, cardiac type	1.63 × 10^−12^	4.87
RGCC	418833	regulator of cell cycle	1.63 × 10^−12^	4.09
PIH1D3	422184	PIH1 domain containing 3	2.27 × 10^−12^	−2.25
MTPN	395702	myotrophin	3.82 × 10^−12^	1.83
DUSP5	423890	dual specificity phosphatase 5	4.12 × 10^−12^	3.84
SPP1	395210	secreted phosphoprotein 1	4.20 × 10^−12^	6.45
**RPS6KA1L**	396579	ribosomal protein S6 kinase A1-like	4.20 × 10^−12^	2.37
RUNX1	396152	runt-related transcription factor 1	7.43 × 10^−12^	3.22
**FG-WSWB vs. SG**				
**TNNT2**	396433	troponin T2, cardiac type	6.44 × 10^−16^	7.08
TNNT1	396009	troponin T1, slow skeletal type	2.09 × 10^−15^	5.85
TUBAL3	416694	tubulin alpha like 3	2.09 × 10^−15^	4.38
KCNK2	770954	potassium two pore domain channel subfamily K member 2	2.09 × 10^−15^	4.79
**RPS6KA1L**	396579	ribosomal protein S6 kinase A1-like	2.09 × 10^−15^	3.35
**MUSTN1**	404773	musculoskeletal, embryonic nuclear protein 1	2.09 × 10^−15^	5.18
APTX	395173	aprataxin	2.09 × 10^−15^	−2.86
MYH15	395534	myosin heavy chain 15	3.12 × 10^−15^	7.37
**MDK**	423196	midkine	4.40 × 10^−15^	5.21
VDAC1	416320	voltage dependent anion channel 1	4.40 × 10^−15^	−2.76
**FG-WSWB vs. FG-C**				
AKR1D1	418107	aldo-keto reductase family 1 member D1	1.91 × 10^−11^	4.08
FBLN1	373979	fibulin 1	5.16 × 10^−11^	3.85
FN1	396133	fibronectin 1	6.17 × 10^−11^	2.42
TNFAIP6	424315	TNF alpha induced protein 6	6.86 × 10^−11^	3.38
**MDK**	423196	midkine	7.21 × 10^−11^	3.62
ENPP2	420361	ectonucleotide pyrophosphatase/phosphodiesterase 2	1.72 × 10^−10^	2.93
OLFML3	419882	olfactomedin like 3	1.72 × 10^−10^	1.98
FKBP10	427013	FK506 binding protein 10	1.72 × 10^−10^	1.94
CCDC180	772014	coiled-coil domain containing 180	3.59 × 10^−10^	−1.76
CTHRC1	420262	collagen triple helix repeat containing 1	5.66 × 10^−10^	4.22

*Common genes between two or three comparisons are indicated in bold.

A hierarchical clustering was applied to the list of 10,482 DE genes with an |FC| ≥ 1.2 to group them into clusters according to their expression profile. 

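The tree-cutting step of the methods was not run here. Genes were grouped instead by the comparisons in which their probe was called, on 1 probe per gene, which gave 9,627 DE genes. As an alternative, the same genes were clustered hierarchically (Pearson distance, average linkage) into 6 clusters, which held 3,800, 5,172, 403, 249, 2 and 1 genes. The mean of the scaled signal rose from SG to FG-C to FG-WSWB in the cluster of 3,800 genes and fell in the cluster of 5,172 genes.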

A modular height cut-off value in the hierarchical tree allowed the identification of six clusters of DE genes that showed similar profiles of expression within clusters and a clear discrimination among the three groups (Fig. 2a). The number of genes and the expression profile of each cluster is presented in Fig. 2b. Clusters c1 and c4, which represented 12% of the DE genes, discriminated SG from FG muscles (regardless of the presence of defects). 

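Genes called between FG-C and SG and not between FG-WSWB and FG-C made up 38.9% of the 9,627 DE genes. Of these, 1,604 were higher and 2,138 were lower in FG-C than in SG. A gene that passed the threshold in the first step and not in the second is not shown to differ between the steps. The alternative that moved this share most was the hierarchical clustering into 6 clusters, none of which had such a profile (0%).

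**Figure D3:**
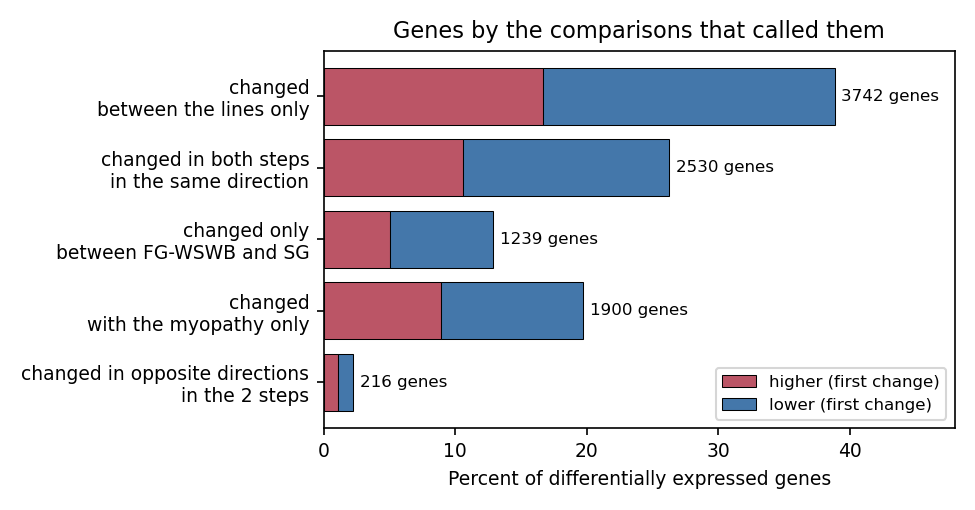
Percent of the DE genes (x axis) in each pattern of calls (y axis), separately for genes that are higher and lower, with the number of genes beside each bar. Genes called between the lines only are the largest set, with 1,604 higher and 2,138 lower of the 9,627 DE genes.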

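Genes called in the same direction in both steps, from SG to FG-C and from FG-C to FG-WSWB, made up 26.3% of the DE genes, and genes called only between FG-WSWB and SG made up 12.9%. Assigning each gene to the nearest of 12 profile templates put 52.1% of the genes in the stepwise profiles.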

In all, 79% of DE genes were found in clusters c2 and c5, which were associated with both growth rate variations and the severity of defects. The expression of the 3,117 DE genes in cluster c5 gradually increase, while that of the 5,168 DE genes belonging to cluster c2 decreased from SG to FG-C and FG-C to FG-WSWB. 

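The signal rose in both steps for 1,016 genes and fell in both for 1,514 genes. A further 485 genes were higher and 754 were lower only in the comparison of FG-WSWB with SG. Of the 2,746 genes called in both steps, 2,530 (92.1%) changed in the same direction. Both steps share the FG-C birds, so that their log2 FC would be negatively related by chance. Across the 11,979 genes, which are not independent replicates, the correlation of the log2 FC was 0.484, against -0.512 in data simulated without differences between groups.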

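Genes called between FG-WSWB and FG-C and not between FG-C and SG made up 19.7% of the 9,627 DE genes.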

Among all DE genes, only 9% appeared to be regulated between FG muscles free or affected by WS and WB regardless of the effect of growth. They were expressed at either higher levels (cluster c6) or lower levels (cluster c3) in the FG-WSWB group than in the FG-C and SG groups.

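Of the genes called between FG-WSWB and FG-C only in that step, 860 were higher and 1,040 were lower in FG-WSWB. A further 2.24% of the DE genes were called in opposite directions in the 2 steps, 100 of them higher and 116 lower in FG-C than in SG. The share called with the myopathy only depended on FG-C 8 and FG-C 7. It was 27.3% without FG-C 8 and 14.4% without FG-C 7.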

**Figure 2:**
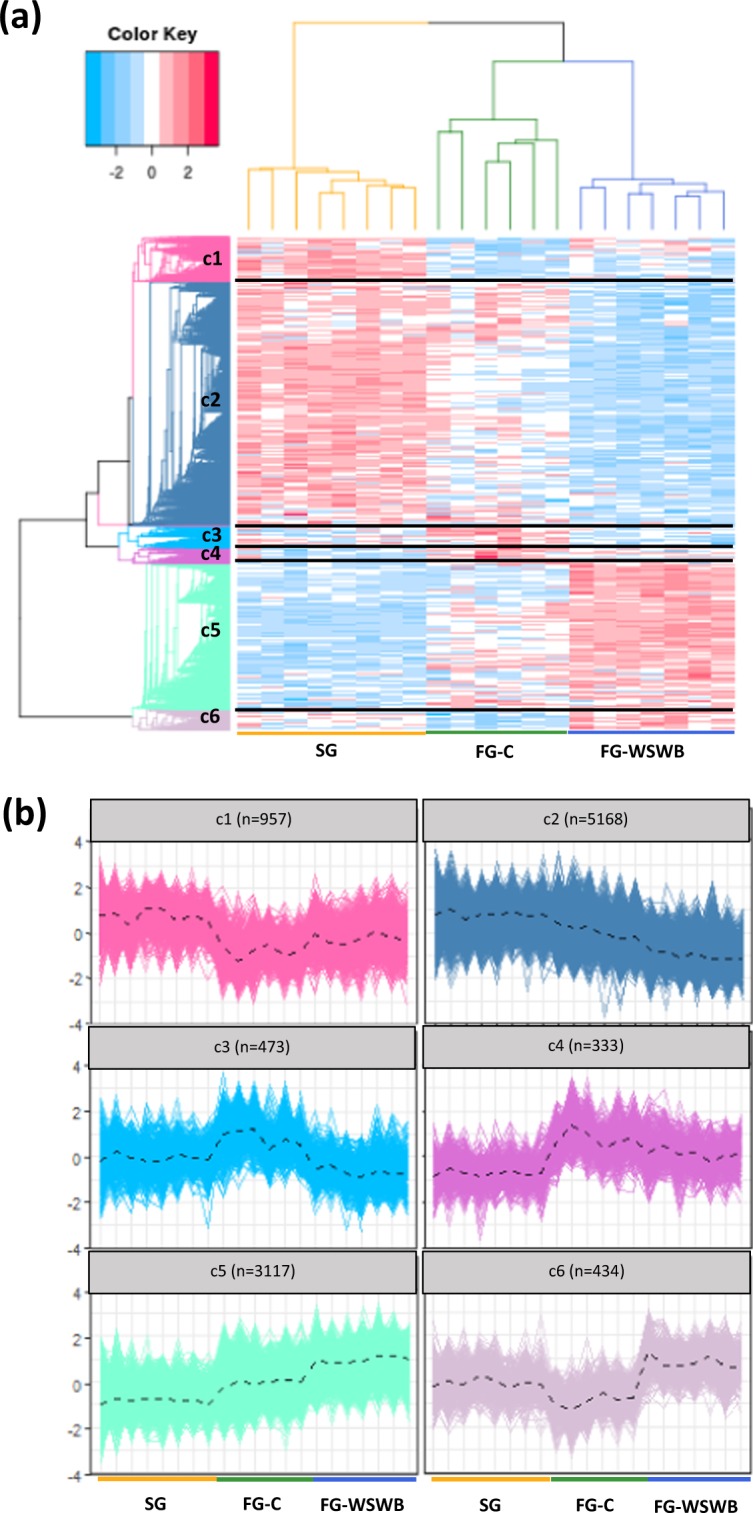
Heat map gene cluster classification of the SG, FG-C and FG-WSWB samples (**a**). Samples are shown in columns and DE genes in rows, and the scaled expression levels are depicted by a colour gradient: upregulated and downregulated genes are shown in red and blue, respectively. DE genes were grouped by a hierarchical clustering analysis in both rows and columns. Hierarchical clustering for the scaled gene expression matrix was based on the Pearson correlation distance and the average link aggregation distance. A modular height cut-off value in the hierarchical tree allowed the identification of six clusters (c1-c6) of DE genes with similar expression profiles (**b**). The dashed line indicates the average expression profile. The number of DE genes belonging to each cluster is indicated in parenthesis.

### Functional analysis of DE genes

All expressed genes on the array were annotated by Gene Ontology for Biological Process (BP) based on NCBI EntrezGene chicken IDs (taxonomic id: 9031) and orthologues. Among the 12,272 expressed genes on the array, 6,232 were annotated with at least one BP GO term (51%). The enrichment analysis was performed independently for each DE genes cluster with all expressed genes used as the background (Supplementary Data S1). 

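Supplementary Data S1 lists the genes of each enriched term, and only terms whose list is complete were used here. The clusters were chosen on these birds, so that the counts for these genes, and for every list of genes below that comes from a cluster, are not independent evidence. Of 99 expressed genes listed for cluster c1, 78 (78.8%) were called lower in FG-C than in SG, against 31.5% of all 11,979 genes. The count was 79 when adjusted over the list alone. Of 48 genes listed for c4, 32 (66.7%) were called higher in FG-C than in SG (33 adjusted over the list alone), against 22.7% of all genes. In the comparison of FG-WSWB with SG, 460 of 518 genes of c2 (88.8%) were called lower (463 adjusted over the list alone), against 42.7% of all genes. In the same comparison, 556 of 618 genes of c5 (90.0%) were called higher (561 adjusted over the list alone), against 30.7%. Between FG-WSWB and FG-C, 9 of 32 genes of c3 (28.1%) were called lower (8 adjusted over the list alone), against 22.2%, and 46 of 99 genes of c6 (46.5%) were called higher (49 adjusted over the list alone), against 16.6%.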

Two hundred and sixty-seven GO terms were enriched in at least one cluster (p-value < 0.01), and 264 were unique, indicating that clusters of genes were very specific and different from each other (Table 3). The number of enriched GO terms in each cluster varied between 8 (cluster c3) and 128 (cluster c5).

**Table 3:** Functional enrichment of each cluster of DE genes.

Clusters	Number of DE genes	Number of enriched terms	Main enriched function
Cluster c1	957	24	metabolic process (protein, glycogen, nucleic acid); immune system (lymphocyte, immune effector process); signal transduction (intracellular steroid hormone receptor)
Cluster c2	5168	51	metabolic process (cellular respiration, aerobic respiration, protein, ATP, nucleic acid); gene expression; cellular component organization (vacuole, Golgi, autophagosome); macromolecular complex assembly (mitochondrial respiratory chain complex); actin cytoskeleton organization
Cluster c3	473	8	cellular process (apoptosis, cytokinesis); response to stimulus (oxidative stress, epidermal growth factor); regulation of transcription
Cluster c4	333	18	metabolic process (protein); response to stimulus (adaptive immune response, cellular response to tumour necrosis); signal transduction
Cluster c5	3117	128	metabolic process (protein, lipid, carbohydrate); biosynthetic process (collagen, lipid); organization (actin cytoskeleton, collagen fibril, extracellular matrix); body defence, immune system; cell migration, adhesion, proliferation (skeletal muscle satellite cell, fibroblast), development, morphogenesis (angiogenesis)
Cluster c6	434	38	cell migration, adhesion, proliferation; signal transduction (Wnt, Rho protein signalling pathway); transport (oxygen); actin cytoskeleton organization; metabolic process (protein, proteoglycan); neurogenesis

### Co-expression network analysis and module-trait relationships

The histological study identified fine phenotypes to accurately quantify the degree of muscle damage and significantly improve diagnosis, which is currently based on visual notation or muscle palpation after slaughter. Thus, studying the correlations between gene expression levels and histological quantitative phenotypes using gene network construction served as a complementary approach to the differential analysis. Moreover, this approach made it possible to make no a priori conclusions about the groups since it was based on continuous phenotypic variables and thus kept all the samples (n = 24) and took into account the variability in cell disorders highlighted at the histological level in the correlation analysis. From the normalized gene expression matrix, a weighted correlation network analysis (WGCNA) was performed to investigate the relationship between modules of co-expressed genes and histological traits and identify candidate biomarkers of the defects. Only the histological phenotypes allowed us to discriminate muscles severely affected by WS and WB from the two other groups based on, i.e., collagen VI and adipose tissue contents, the number of capillaries per field and the coefficient of variation of fibre size (Table 1) were kept for this analysis. Fifteen co-expression modules containing 50 to 6516 genes were constructed. In Supplementary Fig. S1, correlations between eigengenes and quantitative phenotypes show that several modules are related to one or more histological traits. We chose to focus on modules that had a mean gene significance (i.e., mean of correlations between gene expression and phenotype, GS) greater than 0.5 (Supplementary Fig. S2) and absolute value of the module-histological trait correlation higher than 0.7 (Supplementary Fig. S1). Hence, the light green (55 genes), royal blue (140 genes), brown (6516 genes), black (420 genes), and blue (3393 genes) modules were selected for further analysis. The light green module was strongly positively related to collagen VI content (0.89) and to variation in fibre size (0.85) but negatively related to the number of capillaries (−0.71). Brown and royal blue modules were negatively related to collagen VI content (−0.87 and −0.76, respectively) but strongly positively related to the number of capillaries (0.73 and 0.79, respectively). The blue module was negatively related to collagen VI content (−0.79) and variation in fibre size (−0.74), while the black module was positively correlated with variation in fibre size (0.84).

Genes for which expression was both highly correlated with a histological phenotype (GS ≥ 0.7) and significant modules eigengene (Module Membership, MM ≥ 0.7) were considered hub genes. Hence, 4,894 hub genes were associated with collagen VI labelling, 1,456 with the number of capillaries and 915 with variation in fibre size.

### Identification of candidate biomarkers for severe myopathies

Genes that were DE between FG-C and FG-WSWB muscles (adjusted p-value < 0.05) and hub genes identified in the weighted correlation network analysis were combined in a Venn diagram to identify the most confident biomarkers related to muscle disorders involved in severe WS and WB pathologies (Fig. 3).

**Figure 3:**
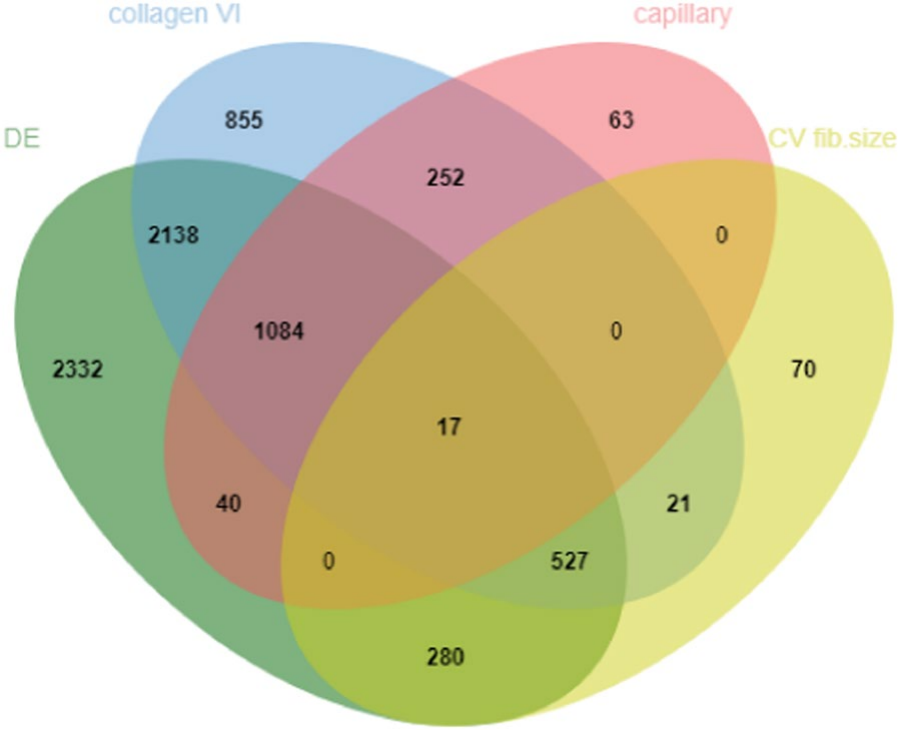
Venn diagram showing the number of genes that were common between two or more analyses (DE: gene differentially expressed (adjusted p-value <0.05) between FG-C and FG-WSWB muscles, collagen VI: hub genes for collagen VI labelling, capillary: hub genes for number of capillaries, CV fib. size: hub genes for variation in fibre size).

Among the 6,418 DE genes between FG-C and FG-WSWB muscles, more than one-third (36%) were not found to be strongly correlated with any of the three histological phenotypes studied. The vast majority of hub genes were DE between FG-WSWB and FG-C muscles. Only 17, 4, and 8% of hub genes that were related to collagen, number of capillaries, and variation of the fibre size, respectively, were not DE between FG-WSWB and FG-C muscles. Among the 7,679 genes included in the Venn diagram, 17 were common among all the lists, 1,611 (21%) between 3 lists, and 2,731 (36%) between two lists. Except for the 17 genes that were common to all the lists, no gene was common between the lists of genes correlated with the number of capillaries and variation in fibre size or between the lists of genes correlated with each of the three histological phenotypes. A total of 548 genes were common between the list of genes related to collagen VI and variation in fibre size, of which 527 were DE between FG-WSWB and FG-C muscles. Finally, 1,336 genes were highly correlated with both collagen VI and the number of capillaries, of which 1,084 were DE between FG-WSWB and FG-C muscles.

### Validation using RT-qPCR for a subset of genes

Among the genes found to be DE among the groups, a subset of 12 genes was chosen for validation by RT-qPCR. Genes were selected according to several criteria, including their functional role, their belonging to clusters, and, for some of them, their location within QTL regions recently identified for WS defect in broiler chickens^18^. The expression level of DE genes obtained by RT-qPCR was compared with expression obtained by microarrays. For each tested gene, the DE between groups observed on the microarray was confirmed with the exception of one gene, *LRSAM1*, the expression of which was only slightly correlated between RT-qPCR and microarray results (0.34). 

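Of the 12 genes in Fig. 4, 10 had an expressed probe of that name, 9 of which were called in at least 1 comparison. A call in either direction counted. On the probe with the highest group mean, MYH15 and MYH1B were called lower in FG-WSWB than in SG (log2 FC of -2.71 and -1.24). The paper's RT-qPCR found both higher in FG muscles, as did other probes of these genes. No probe carried the names MYH1E and MYH1F. None of the 5 expressed probes of LRSAM1 (gene ID 417265; chromosome 17 of GRCg7b, 2,204,938 to 2,230,335) was called. Its normalized log2 signal was 2.62 ± 0.16 (SD, n = 8) in SG, 2.73 ± 0.09 (SD, n = 8) in FG-C and 2.72 ± 0.18 (SD, n = 8) in FG-WSWB muscles. Its log2 FC was 0.11 for FG-C vs. SG (SE 0.09, adjusted p = 0.29 from limma; 7 of 8 FG-C birds above the SG mean), 0.10 for FG-WSWB vs. SG (adjusted p = 0.303; 6 of 8) and -0.01 for FG-WSWB vs. FG-C (adjusted p = 0.933; 3 of 8 FG-WSWB birds below the FG-C mean).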

Except for this gene, expression measured by RT-qPCR and microarray was highly correlated, as shown by Pearson’s correlation coefficients between 0.71 and 0.99 (Fig. 4). Moreover, the gene expression values between groups obtained by qPCR were consistent with the categorization of these genes to different clusters.

**Figure 4:**
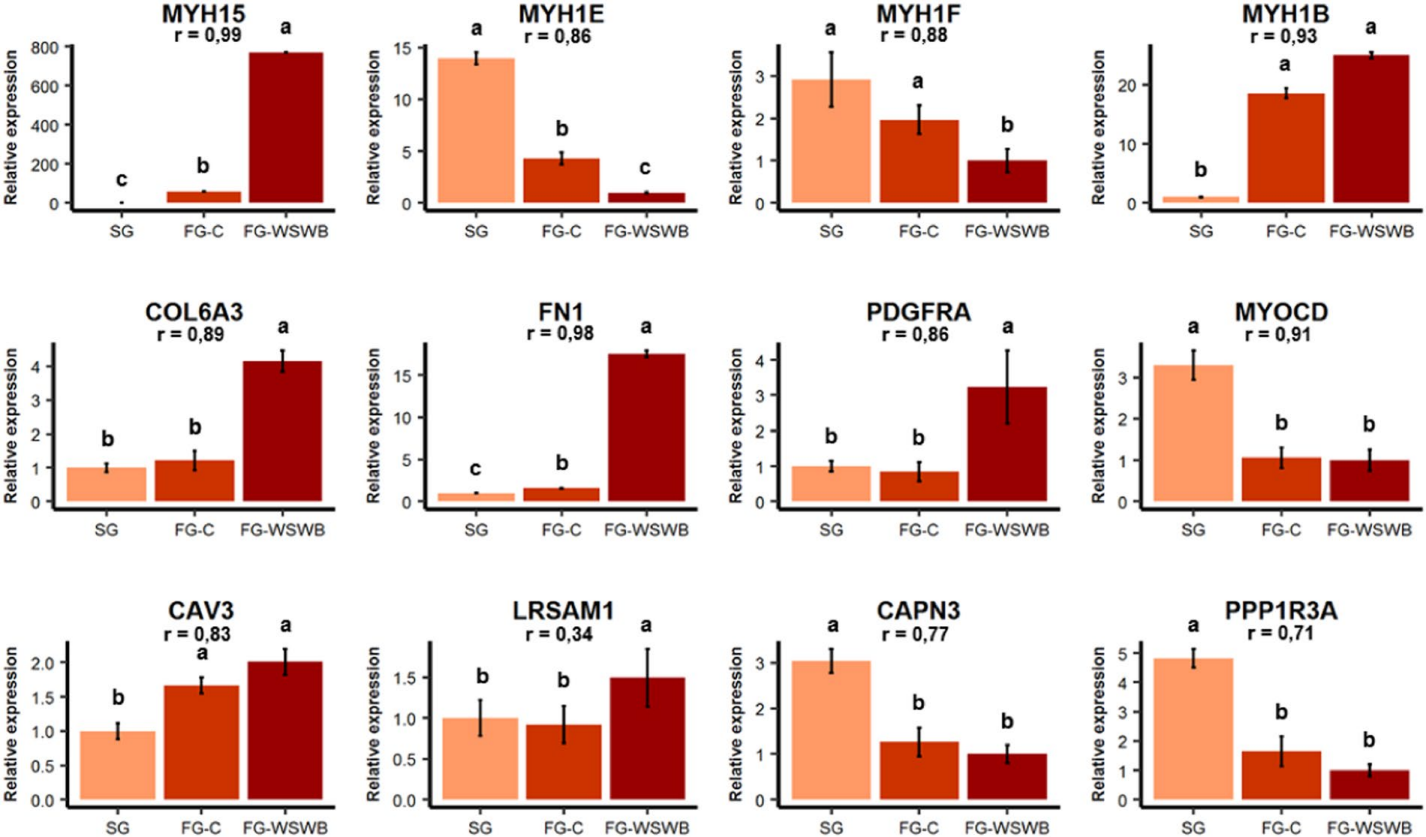
Relative expression by RT-qPCR of the 12 genes used for validation. The relative level of gene expression in each group was normalized according to the lowest value, which was arbitrarily defined as 1. Error bars indicate ± SE. ^a-b-c^Analysis of variance performed with the group factor for each gene. Different superscripts above bars indicate significant differences between groups, as determined by pairwise comparison (p-values ≤ 0.05). The r coefficient indicates the Pearson’s correlation between gene expression measured by RT-qPCR and microarray.

Among the identified genes, the expression of the myosin heavy chain 15 (*MYH15*), which is involved in the contraction, development, and regeneration of avian skeletal muscles^24^, was dramatically higher (×771) in FG-WSWB than in SG muscles, while the difference between FG-C and SG muscles was much less dramatic (×60). As for *MYH15*, fibronectin 1 (*FN1*) expression was the highest in FG-WSWB and the lowest in SG, but the difference between the FG groups was much lower than that for *MYH15*. Platelet-derived growth factor receptor alpha (*PDGFRA*), collagen type VI alpha 3-chain (*COL6A3*) and leucine-rich repeat and sterile alpha motif-containing 1 (*LRSAM1*) were expressed at significantly highest levels in FG-WSWB than in FG-C and SG muscles. Conversely, the expression levels of adult (*MYH1E*) and neonatal (*MYH1F)* myosin heavy chain isoforms were lower in the FG-WSWB group than in the SG and FG-C groups. Other genes varied between the slow-growing and fast-growing groups, regardless of the presence of WS and WB defects. This was the case for caveolin 3 (*CAV3*) and embryonic myosin heavy chain isoform (*MYH1B*), whose expression was higher in FG muscles, and for myocardin (*MYOCD*), calpain 3 (*CAPN3*) and protein phosphatase-1 regulatory subunit 3 A (*PPP1R3A*), whose expression was lower in FG muscles than in SG muscles.

## Discussion

In recent years, the broiler industry has faced the emergence of serious meat quality defects, such as WS or WB, which affect both the competitiveness and the image of poultry production. Although research has intensified on this subject in recent years, the aetiology of WS and WB defects is still not understood except that it is now well-established that WS and WB conditions relate to an abnormal extent of connective and adipose tissues, which is associated with muscle fibre necrosis and regeneration processes^2,4^. One hypothesis is that these processes are the result of a long-term effect of genetic selection and intensification of production methods that have led to huge progress in terms of broiler growth and breast muscle development, which have also likely reached physiological limits. The comparison of muscles obtained from slow-growing chickens with muscles obtained from fast-growing broilers either affected or not affected by WS and WB defects revealed more than 10,000 DE genes. 

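All SG birds are labelled male, so that line and sex overlap in part. With the sex in the labels as a term in the model, 20,012 probes were called for FG-C vs. SG, 27,050 for FG-WSWB vs. SG and 12,863 for FG-WSWB vs. FG-C. With slide as a block, the numbers were 21,245, 29,681 and 14,826.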

Part of the differential gene expression is due to change in the relative cell types present in the muscle, e.g. accumulation of adipocytes, fibroblasts and immune cells, and not strictly due to changes within myocytes. 

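Genes that mark cell types were taken from lists written before they were tested. The mean over 8 macrophage genes was 1.78 higher on the log2 scale in FG-C than in SG (exact permutation test, two-sided, p = 0.0001554, the smallest that 8 birds against 8 allow, adjusted p = 0.000666 over 30 tests), with all 8 FG-C birds above the SG mean. It was a further 0.67 higher in FG-WSWB than in FG-C (exact permutation test, p = 0.00591, adjusted p = 0.0127; 8 of 8 birds). The mean over 6 T lymphocyte genes was 1.21 higher in FG-C than in SG (exact permutation test, adjusted p = 0.000666; 8 of 8) and 0.51 higher in FG-WSWB than in FG-C (adjusted p = 0.0486; 8 of 8). The mean over 8 adipocyte genes was 0.91 higher in FG-C than in SG (exact permutation test, adjusted p = 0.00297; 8 of 8), whereas the difference of 0.22 between FG-WSWB and FG-C was within the spread of the birds (adjusted p = 0.367; 6 of 8). Its members went both ways between FG-C and SG, with 5 called higher and 1, ADIPOQ, called lower (log2 FC of -0.49). The mean over 10 fibroblast genes differed between FG-C and SG by less than the spread of the birds (-0.10, exact permutation test, adjusted p = 0.672; 5 of 8 FG-C birds below the SG mean). The FG-C birds were not alike. FG-C 5 (6.42) and FG-C 8 (6.46) lay above every SG bird (5.53 to 6.11), and the other FG-C birds lay between 4.79 and 5.74. The fibroblast mean was 0.92 higher in FG-WSWB than in FG-C (exact permutation test, adjusted p = 0.00427; 8 of 8). The mean over 10 endothelial genes was lower in FG-C than in SG (-0.19, exact permutation test, adjusted p = 0.0261; 7 of 8) and lower in FG-WSWB than in FG-C (-0.23, adjusted p = 0.0427; 7 of 8). The mean over 7 genes of dividing cells differed by 0.14 for FG-C vs. SG (exact permutation test, adjusted p = 0.448; 4 of 8) and by 0.22 for FG-WSWB vs. FG-C (adjusted p = 0.388; 5 of 8). SG muscle expresses most of these genes too. All 10 fibroblast and 8 macrophage genes, 5 T lymphocyte, 5 adipocyte, 9 endothelial and 6 dividing cell genes were well above background on every SG array.

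**Figure D4:**
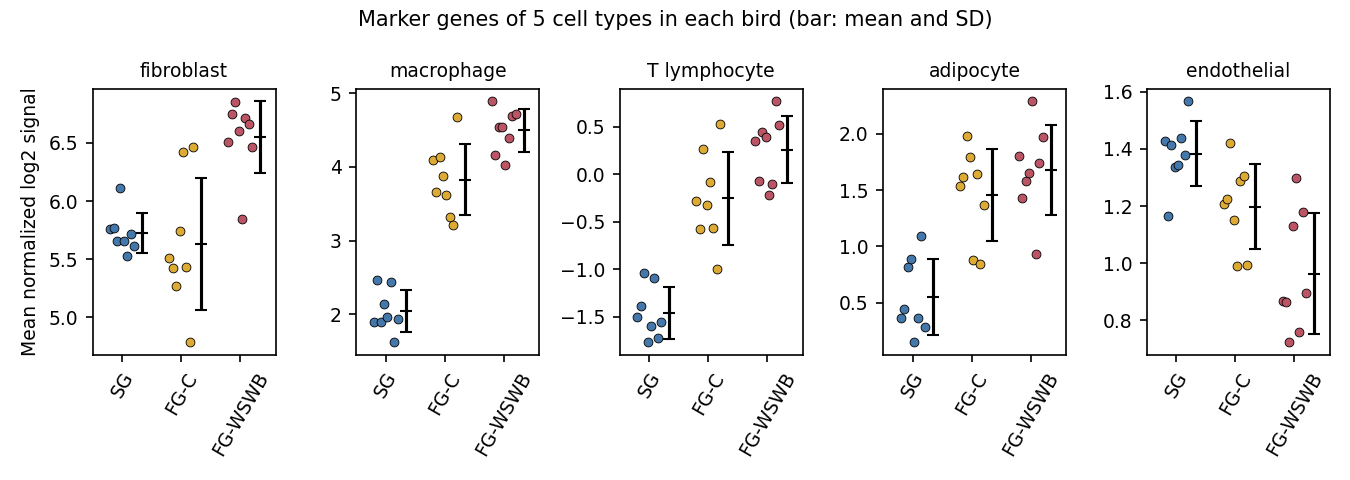
Mean normalized log2 signal over the marker genes of each cell type in each bird, by group, with the group means. The macrophage mean is 2.04 in SG, 3.82 in FG-C and 4.50 in FG-WSWB, and the fibroblast mean is 5.73, 5.63 and 6.55.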

Our study revealed however many changes related to muscle fibre metabolism and contractile activity. Altogether, our observations allowed specifying structural and metabolic changes, which have progressively led to the onset of myopathies in fast-growing chicken (Supplementary Data S1).

### Long-term effects of selection on muscle structure and metabolism

Clusters c1 and c4 include genes whose expression in muscle has been altered either positively or negatively in response to long-term selection for growth (SG ≠ FG-C) but were not associated with the occurrence of WB and WS syndromes (FG-C = FG-WSWB). Their functions relate to non-specific biological processes and general functions, such as metabolic processes, signal transduction and the immune system (Table 3). Among these genes, those participating in the “positive regulation of glycogen metabolic process” (GO:0070875, Supplementary Data S1) function were expressed at lower levels in FG than in SG muscles, suggesting a decrease in the use of glycogen in fast-growing muscles independent of the presence of WS and WB defects. This finding is consistent with previous studies that clearly demonstrated the negative impact of selection for growth and/or breast meat yield on muscle glycogen content^25,26^. 

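All 4 genes listed for this term had an expressed probe. Between FG-C and SG, 2 of them were called lower (2 adjusted over the list alone), with a median log2 FC of -0.30 and a range from -0.89 to -0.23. Between FG-WSWB and SG, 1 was called lower (1 adjusted over the list alone), with a median of -0.27.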

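PPP1R3A (gene ID 101747406; chromosome 1 of GRCg7b, 26,515,066 to 26,549,165) encodes a regulatory subunit of protein phosphatase 1. Its normalized log2 signal was 5.03 ± 0.30 (SD, n = 8) in SG, 3.71 ± 0.67 (SD, n = 8) in FG-C and 2.82 ± 0.38 (SD, n = 8) in FG-WSWB muscles. The signal was 2.51-fold lower in FG-C than in SG (log2 FC of -1.33, SE 0.23, adjusted p = 4.44e-05 from limma) and 4.65-fold lower in FG-WSWB than in SG (-2.22, adjusted p = 1.21e-08). All 8 birds of both groups lay below every SG bird. Between FG-WSWB and FG-C, the log2 FC was -0.89 (adjusted p = 0.00563), with 8 of 8 FG-WSWB birds below the FG-C mean. FG-C 8, at 2.16, was far below the other FG-C birds (3.58 to 4.25). The 3 expressed probes of the gene were all lower in the FG muscles.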

Among the genes likely to be involved in such changes, we identified *PPP1R3A*, whose expression was much lower in FG than in SG muscles (Fig. 4), as an important actor. *PPP1R3A* encode a muscle-specific regulatory subunit of protein phosphatase 1, which binds glycogen with high affinity, activates glycogen synthase, and inhibits glycogen phosphorylase. It has been reported that the overexpression of *PPP1R3A* leads to increased glycogen content^27^, while its KO results in a drastic reduction (90%) in the glycogen content in muscle^28^. Moreover, *PPP1R3A* was recently identified as the most interesting candidate gene for a major QTL region for ultimate pH (pHu)^29^ that reflects muscle glycogen reserves^30^. The depletion of glycogen reserves in the muscle of fast-growing lines could lead to a predisposing metabolic environment favourable to the development of myopathic syndromes. Indeed, many studies have reported that the occurrence of WS and WB defects is often associated with high meat ultimate pH^3,5,17,31–33^ or low muscle glycogen content^19,34^. Consistent with these findings, the occurrence and severity of WS were higher in a broiler line selected for high ultimate pH (pHu + ) than in its counterpart selected for low ultimate pH (pHu-)^17^. Moreover, in a recent genetic study, several QTL-controlling WS were identified in the pHu +  line but not in the pHu- one^18^, suggesting a possible interaction between the genetic control of WS and the metabolic status of muscle.

In addition to a decrease in glycogen stores, it has been shown that the haem pigment content of muscles also decreases with selection for growth and breast meat yields^25^, probably indicating that there is less muscle vasculature in fast than in slow-growing lines. In the present study, we observed that the expression of *MYOCD* was 3-fold lower in FG than in SG muscles. 

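MYOCD (gene ID 427790) lies on chromosome 18 of GRCg7b from 1,425,259 to 1,646,583, and a single probe represents it. Its normalized log2 signal was -1.35 ± 0.50 (SD, n = 8) in SG, -2.84 ± 0.39 (SD, n = 8) in FG-C and -3.55 ± 0.50 (SD, n = 8) in FG-WSWB muscles. The probe was well above background on all 8 SG and FG-C arrays and on 6 of 8 FG-WSWB arrays. The signal was 2.82-fold lower in FG-C than in SG (log2 FC of -1.49, SE 0.22, adjusted p = 7.58e-06 from limma) and 4.59-fold lower in FG-WSWB than in SG (-2.20, adjusted p = 9.2e-09). The values for FG-WSWB are not exact, since the probe was not well above background on every array of this group. Each FG bird was below every SG bird (8 of 8 in both groups). FG-WSWB and FG-C differed by a log2 FC of -0.70 (adjusted p = 0.0178; 8 of 8 FG-WSWB birds below the FG-C mean).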

*MYOCD* is involved in extracellular matrix modelling and expressed in smooth muscle cell-containing tissues, in which it may play a crucial role in the differentiation of the smooth muscle cell lineage and vascularization. Interestingly, *MYOCD* was also recently identified in two different studies of QTL regions that control breast muscle yield^35^ and WS occurrence^18^ in slow- and fast-growing chicken lines, respectively. In parallel with the decrease in the expression of *MYOCD* observed in FG muscles (affected or not affected by defects), we report that compared to SG muscles, in FG muscles, there was a strong increase in the fibre surface supplied by one capillary (Table 1). Although this parameter was similar between FG-C and FG-WSWB chickens, we found that the extension of endomysial and perimysial connective tissues observed in the latter moved the capillaries away from the fibre membrane (Fig. 1D–F). This could be an aggravating factor that could further lower oxygen and nutrient supply to fibres in muscles affected by WS and WB defects.

Altogether, our observations formally demonstrate a recurrent assumption presented in the literature^2,19,26,36^, namely the suggestion that increasing breast muscle weight and yield via selection through hypertrophy of existing fibres has led to a lower capillary density. This may have led to an inadequate supply of oxygen and nutrients to the muscle fibres, which likely promotes the excessive use of glycogen and probably increases oxidative stress in fast-growing muscles.

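CAPN3 (gene ID 423233; chromosome 5 of GRCg7b, 25,170,021 to 25,194,170) had a normalized log2 signal of 5.07 ± 0.33 (SD, n = 8) in SG, 4.03 ± 0.52 (SD, n = 8) in FG-C and 3.17 ± 0.43 (SD, n = 8) in FG-WSWB muscles. It was 2.06-fold lower in FG-C than in SG (log2 FC of -1.04, SE 0.21, adjusted p = 0.000235 from limma) and 3.74-fold lower in FG-WSWB than in SG (-1.90, adjusted p = 3.17e-08), with all 8 birds of both groups below every SG bird. The difference between FG-WSWB and FG-C was -0.86 (adjusted p = 0.00417), with 7 of 8 FG-WSWB birds below the FG-C mean. The exception was FG-WSWB 5, at 4.15 against 2.67 to 3.31 in the others. The 4 expressed probes of CAPN3 all fell.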

In the present study, we also observed that *CAPN3* is expressed at 3-fold lower levels in FG than in SG muscles (Fig. 4). *CAPN3* is an intracellular protease specific to muscle that is involved in the calcium-dependent proteolytic system. A deficiency in this enzyme results in sarcomere disorganization and muscular limb-girdle muscular dystrophy type R1 (LGMDR1 calpain3-related) in humans^37^. In mice, its expression decreases following muscle denervation or denervation-devascularization injury, which induces muscle degeneration and regeneration^38^. Its lower expression in FG muscles is more consistent with the lower amount of vasculature observed in this line, as atrophy induced by denervation was not observed in such muscles. Although the embryonic myosin heavy chain isoform *MYH1B* is normally no longer expressed in adult muscle, its expression was increased in FG muscles (Fig. 4) and was one of the top 10 DE genes between the FG-C and SG groups (Supplementary Table S2). 

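MYH1B (gene ID 374069; chromosome 18 of GRCg7b, 1,119,963 to 1,138,129) had 4 expressed probes, all well above background on every array, which changed in opposite directions. In 2 of them, the log2 FC was 5.37 and 6.20 for FG-C vs. SG and 5.12 and 7.00 for FG-WSWB vs. SG. The other 2, including the probe with the highest group mean, fell. On that probe, the normalized log2 signal was 10.07 ± 0.14 (SD, n = 8) in SG, 9.64 ± 0.49 (SD, n = 8) in FG-C and 8.84 ± 0.39 (SD, n = 8) in FG-WSWB muscles. For FG-C vs. SG, the log2 FC was -0.43 (SE 0.18, adjusted p = 0.0497 from limma; 6 of 8 FG-C birds below the SG mean). This call was lost without any of 16 of the 24 arrays, with a log2 FC between -0.50 and -0.28 over all 24, and FG-C 8 (8.55) was far below the other FG-C birds (9.56 to 10.11). The same probe had a log2 FC of -1.24 for FG-WSWB vs. SG (adjusted p = 2.14e-06; 8 of 8) and -0.81 for FG-WSWB vs. FG-C (adjusted p = 0.0027; 8 of 8). With the mean of the 4 probes, the log2 FC was 2.59 for FG-C vs. SG and 2.20 for FG-WSWB vs. SG.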

The expression of *CAV3*, which plays a key role in the fusion of myoblasts into myotubes during the maturation process of muscle fibres, was also higher in FG muscles than in SG muscles. These observations support the notion that selection for growth and breast muscle yield contributes to the occurrence of degeneration-regeneration processes in FG muscles, independent of the development of WS and WB myopathies.

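CAV3 (gene ID 378796; chromosome 12 of GRCg7b, 19,458,124 to 19,461,512) had a normalized log2 signal of 6.06 ± 0.22 (SD, n = 8) in SG, 6.60 ± 0.22 (SD, n = 8) in FG-C and 6.64 ± 0.28 (SD, n = 8) in FG-WSWB muscles. The log2 FC was 0.54 for FG-C vs. SG (SE 0.12, adjusted p = 0.000817 from limma) and 0.58 for FG-WSWB vs. SG (adjusted p = 0.000208), with 8 of 8 birds of both groups above the SG mean. Between FG-WSWB and FG-C it was 0.04 (adjusted p = 0.822; 4 of 8 FG-WSWB birds above the FG-C mean). Of the 6 expressed probes of the gene, 5 were higher and 1 was lower in FG muscles.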

### How has progressive metabolic modification due to selection resulted in myopathic disorders in broiler breast muscle tissues

If not directly related to myopathies, the metabolic and structural changes induced by long-term selection on growth performance and breast muscle yield and evidenced by functional analysis of clusters c1 and c4 have likely created a favourable physiological context for their onset. Clusters c2 and c5 indicate what types of biological processes are involved in the progression of myopathic defects in relation to growth variations. These two clusters accounted for almost 80% of the DE genes (Fig. 2).

Several genes belonging to cluster c5, in which gene expression progressively increased from SG to FG-C and from FG-C to FG-WSWB, are involved in the generation of superoxide anion (GO:0042554, Supplementary Data S1), a reactive oxygen species (ROS) issued from the first electronic reduction of oxygen during oxidative phosphorylation^39^. Among these genes, some contribute to the oxidative stress response (*ARNT*, *HIF1A*, *GPX8*, *ALDOC*, and *CRYAB*), and these include heat-shock proteins (*HSBP1*, *HSPA5*, *HSF2*, *HSPB7*, and *HSPH1*); these genes are known to be expressed at substantially higher levels during oxidative stress^40^. These results strongly support the notion that selection for growth progressively resulted in increased oxidative stress and that this process was exacerbated in fast-growing muscle affected by WS and WB. It is worth noting that elevated ROS levels contribute to human muscular dystrophies, such as Duchenne muscular dystrophy^41^, and that excessive ROS production alters calcium homeostasis via the release of calcium from the sarcoplasmic reticulum^19,36,42^ and leads to skeletal muscle necrosis and atrophy^43^. Indeed, several genes belonging to cluster c5 (such as *P2RX4*, *ATP2B1*, *ANXA6*, *ATP2A3*, *SLC8A1*, *ANXA2*, *ATP2A2*, and *SLC24A2*) participate in calcium ion transport, indicating the possible release of calcium at the origin of muscle calcium-dependent proteolysis and tissue degeneration^41^, which has been reported in WS and WB muscles.

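Of the 8 genes listed for superoxide anion generation, 6 had an expressed probe. For FG-C vs. SG, 5 were called higher, with a median log2 FC of 2.03. For FG-WSWB vs. SG, 5 were called higher, with a median of 2.55, and for FG-WSWB vs. FG-C 4 were, with a median of 0.68. The counts adjusted over the list alone were also 5, 5 and 4.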

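Between FG-C and SG, HIF1A (log2 FC of 0.58), ALDOC (1.99) and CRYAB (0.58) were called higher. The same 3 genes were called between FG-WSWB and SG (0.99, 2.66 and 0.91), and HIF1A, ALDOC and GPX8 between FG-WSWB and FG-C (0.41, 0.68 and 0.91). ARNT was called lower in FG-WSWB than in SG (-0.41). Adjusted over the list alone, 3, 4 and 3 of these 5 genes were higher in the 3 comparisons. Of the 5 heat-shock genes, 3 were called higher for FG-C vs. SG, 4 for FG-WSWB vs. SG and 2 for FG-WSWB vs. FG-C (3, 4 and 2 adjusted over the list alone). HSPB7 rose most (log2 FC of 2.52, 3.77 and 1.25), followed by HSF2 (1.58, 2.46 and 0.88). HSBP1 was called lower in FG-C than in SG (-0.34).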

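Of these 8 genes, 6 were called higher for FG-C vs. SG, 7 for FG-WSWB vs. SG and 5 for FG-WSWB vs. FG-C, and the counts were the same when adjusted over the list alone. The median log2 FC was 1.20, 1.71 and 0.50. ATP2A2 rose most, with a log2 FC of 2.28, 3.39 and 1.11. ATP2B1 was not called in any comparison (0.13, 0.21 and 0.08).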

Cluster c5 includes a great number of genes involved in the production of inflammatory molecules, such as cytokines, chemokines, cell adhesion molecules and tissue-degrading enzymes. They are grouped into several GO terms, including “inflammatory response” (GO:0006954), “positive regulation of cytokine secretion” (GO:0050715), “regulation of cytokine-mediated signalling pathway” (GO:0001959), “regulation of interleukin-1 secretion” (GO:0050704), “positive regulation of interleukin-12 production” (GO:0032735), and “positive regulation of tumour necrosis factor (TNF) production” (GO:0032760) (Supplementary Data S1). 

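For the term inflammatory response, 45 of 49 listed genes had an expressed probe. Of these, 35 were called higher for FG-C vs. SG (36 adjusted over the list alone), 40 for FG-WSWB vs. SG (41) and 17 for FG-WSWB vs. FG-C (17), with a median log2 FC of 0.67, 1.08 and 0.37. None was called lower. The other 5 terms gave fewer calls in the step from FG-C to FG-WSWB than between FG-WSWB and SG. Of 16 expressed genes of cytokine secretion, 10, 16 and 10 were called higher in the 3 comparisons (10, 16 and 11 adjusted over the list alone). Of 16 genes of cytokine-mediated signalling, 10, 15 and 7 were called higher (10, 15 and 9). The counts were 4, 6 and 4 of 7 genes for interleukin-1 secretion (4, 7 and 4), 4, 5 and 2 of 6 genes for interleukin-12 production (4, 5 and 1) and 4, 7 and 4 of 8 genes for TNF production (4, 7 and 6).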

TNF is a multifunctional proinflammatory cytokine, and one of its isoforms (i.e., *TNFAIP6*) was in the top 10 DE genes between the FG-WSWB and FG-C groups (Table 2, Supplementary Table S2). It induces the expression of metalloproteinases, which are known to degrade several components of the extracellular matrix-cytoskeleton linkage in skeletal muscle and to thereby lead to extracellular alterations and myopathy^43^. 

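TNFAIP6 (gene ID 424315; chromosome 7 of GRCg7b, 34,724,291 to 34,754,468) had a normalized log2 signal of -0.63 ± 0.59 (SD, n = 8) in SG, 1.12 ± 1.59 (SD, n = 8) in FG-C and 4.04 ± 0.92 (SD, n = 8) in FG-WSWB muscles. It had a log2 FC of 2.93 for FG-WSWB vs. FG-C (SE 0.52, adjusted p = 0.00112 from limma), with 6 of 8 FG-WSWB birds above every FG-C bird. It was 1.74 for FG-C vs. SG (adjusted p = 0.00735; 8 of 8 FG-C birds above the SG mean) and 4.67 for FG-WSWB vs. SG (adjusted p = 3.89e-08; 8 of 8).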

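The matrix metalloproteinase genes MMP2, MMP10, MMP14, MMP16, MMP17, MMP24, MMP27 and MMP23B all had an expressed probe. Of these 8 genes, 4 were called higher for FG-C vs. SG, 7 for FG-WSWB vs. SG and 5 for FG-WSWB vs. FG-C, and the counts were the same when adjusted over the list alone. MMP27 rose most between FG-C and FG-WSWB (log2 FC of 2.75), followed by MMP10 (2.52). Both were dim in SG muscles, well above background on 4 and 5 of 8 SG arrays, so that their log2 FC against SG (2.19 and 4.94 for MMP27, 1.06 and 3.58 for MMP10) are not exact. MMP17 was called lower for FG-C vs. SG (-0.65) and for FG-WSWB vs. SG (-1.08).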

Among the 14 matrix metalloproteinases included on the microarray, seven belong to cluster c5 (*MMP2*, *MMP10*, *MMP14*, *MMP16*, *MMP17*, *MMP24*, *MMP27*, and *MMP23B*). Consistent with the increase in the inflammatory response found in cluster c5, we observed the activation of the immune system cascade. This included 20% of the genes in cluster c5, with one of the three most significant functions the “innate immune response” (GO:0045087, Supplementary Data S1). We identified several chemokines, cell adhesion molecules and extracellular proteasomes that can favour the infiltration of macrophages, lymphocytes and neutrophils. Such infiltrations, observed in cases of muscle injury, are also frequently observed in muscles affected by WS and WB^1,2,4,14,44^. 

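The probe of TNF had a log2 FC of 0.84 for FG-C vs. SG (adjusted p = 0.000117 from limma), of 1.16 for FG-WSWB vs. SG (adjusted p = 7.18e-07) and of 0.32 for FG-WSWB vs. FG-C (adjusted p = 0.11). IL6 had a probe on the array that was not expressed.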

There are also several cytokines that are produced during the inflammatory response, such as *TNF-α* or *IL-6*, that play an important role in muscle regeneration. *TNF-α* attracts muscle satellite cells to the damaged site, promotes satellite cell proliferation by activating NF-κB signalling, and stimulates differentiation by activating the p38 signalling pathway. *IL-6* stimulates the migration, proliferation and differentiation of myoblasts^45^.

After injury, muscle regeneration mediated by muscle stem cells is switched on. Muscle stem cells (or satellite cells) are the major contributors to muscle regeneration and remain quiescent under normal conditions^45^. After muscle trauma, they are activated, giving rise to a proliferative myoblast population that differentiates to restore damaged myofibres. The “regulation of skeletal muscle satellite cell proliferation” (GO:0014842, Supplementary Data S1) was significantly enriched in cluster c5. It includes genes involved in the activation of muscle satellite cell proliferation (*FGF2*, *SDC4*, *GPC1*, *PAX7*, and *STAT3*), indicating the activation of the muscle repair process. This is consistent with the decrease observed in the expression of the adult and neonatal myosin heavy chain isoforms, *MYH1E* and *MYH1F*, which belong to cluster c2, and the increase observed in the expression of *MYH15*, which is involved in the regeneration of avian skeletal muscles^24^ and was one of the top 10 DE genes in the three comparisons (Supplementary Table S2). Moreover, cluster c5 also included several genes that contribute to collagen formation (GO:0032964, GO:0032967, GO:0030199), the GO term “collagen fibril organization” being one of the three most enriched terms of this cluster (Supplementary Data S1). 

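Of the 5 genes listed for satellite cell proliferation, 4 had an expressed probe. For FG-C vs. SG, 3 were called higher, for FG-WSWB vs. SG 4 and for FG-WSWB vs. FG-C 1, as when adjusted over the list alone. The median log2 FC was 1.19, 1.79 and 0.43.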

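No probe carried the name GPC1. SDC4 was called higher in FG-C (log2 FC of 2.01) and in FG-WSWB (2.34) than in SG, and STAT3 by 0.32 and 0.35. FGF2 was called higher only in FG-WSWB vs. SG (0.80), and PAX7 only in FG-WSWB vs. FG-C (0.59). Adjusted over the list alone, limma called 2 genes higher for FG-C vs. SG, 3 for FG-WSWB vs. SG and 0 for FG-WSWB vs. FG-C (2 at an unadjusted p under 0.05).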

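MYH15 (gene ID 395534; chromosome 1 of GRCg7b, 87,708,813 to 87,755,395) had 14 expressed probes, of which 11 rose and 3 fell from SG to FG-WSWB. In the 4 rising probes that were well above background on every array, the log2 FC was 4.82 to 5.91 for FG-C vs. SG, 7.14 to 8.16 for FG-WSWB vs. SG and 2.25 to 2.33 for FG-WSWB vs. FG-C. The probe with the highest group mean was among the 3 that fell. Its normalized log2 signal was 10.59 ± 0.18 (SD, n = 8) in SG, 9.70 ± 0.88 (SD, n = 8) in FG-C and 7.87 ± 0.69 (SD, n = 8) in FG-WSWB muscles, with FG-C 8 (7.73) far below the other FG-C birds (9.22 to 10.54). Its log2 FC was -0.89 for FG-C vs. SG (SE 0.31, adjusted p = 0.0193 from limma; 8 of 8 FG-C birds below the SG mean), -2.71 for FG-WSWB vs. SG (adjusted p = 5.72e-08; 8 of 8) and -1.82 for FG-WSWB vs. FG-C (adjusted p = 0.0011; 8 of 8). With the mean of the 14 probes, the log2 FC was 1.52 for FG-WSWB vs. FG-C. Against SG, it was 4.35 for FG-C and 5.87 for FG-WSWB, which are no exact values, since 3 of the rising probes were well above background on only 0, 1 and 3 of 8 SG arrays.

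**Figure D5:**
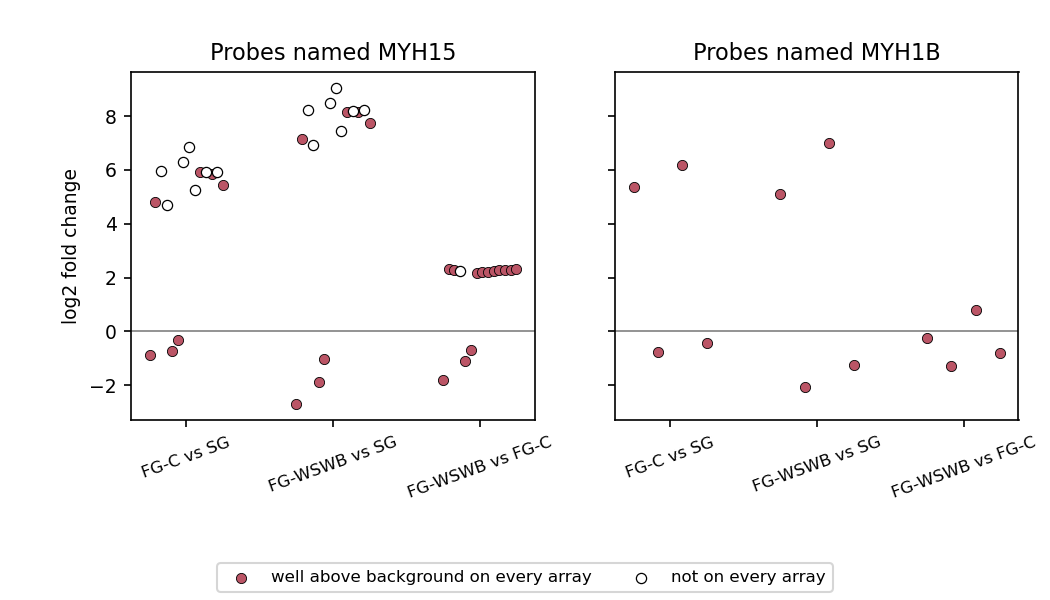
Log2 FC of each expressed probe of MYH15 and MYH1B (y axis) in the 3 comparisons (x axis), with filled symbols for probes well above background on every array of both groups. For FG-WSWB vs. SG, 11 of the 14 MYH15 probes and 2 of the 4 MYH1B probes lie above 0.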

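For collagen fibril organization, 3 of 12 genes were called higher for FG-C vs. SG, 11 for FG-WSWB vs. SG and 9 for FG-WSWB vs. FG-C, as when adjusted over the list alone, with a median log2 FC of 0.02, 0.88 and 0.90. COL2A1 was called lower in FG-WSWB than in SG. For the collagen biosynthetic process, 5, 8 and 5 of 9 expressed genes were called higher (5, 8 and 7 adjusted over the list alone), and for its positive regulation 4, 4 and 2 of 5 (4, 4 and 4).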

All these observations were consistent with our histological study that showed that there was an increase in both the relative surface occupied by collagen VI across SG, FG-C and FG-WSWB muscles and the coefficient of variation of fibre size for FG-WSWB muscles compared to the other groups (Table 1). Collectively, our molecular and histological observations support the hypothesis that regeneration processes are more activated in fast than in slow-growing muscles, with this phenomenon exacerbated in muscles affected by WS and WB (Fig. 4).

Functional analysis of clusters c2 and c5 also revealed several enriched GO terms related to energetic pathways, especially glycogen metabolism, glucose use, cellular respiration and ATP production (Supplementary Data S1). This finding reveals that there was a progressive decrease (SG > FG-C> FG-WSWB) in the expression of genes encoding glycolytic enzymes (*PFKM*, *ALDOB*, *TPI1*, *GAPDH*, *PGK1*, *PGAM1*, *ENO3* and *PKM*), suggesting a lower level of anaerobic glycolytic activity, which is already observed in muscles affected by WS and WB^11,19,34,46^. This decrease in anaerobic glycolytic activity is concomitant with an alteration in mitochondrial cellular respiration. Indeed, several genes belonging to cluster c2 (SG> FG-C> FG-WSWB) were related to “cellular respiration” (GO:0045333), “aerobic respiration” (GO:0009060), “ATP synthesis coupled electron transport” (GO:0042773), and “mitochondrial respiratory chain complex I and IV assembly” (GO:0032981-GO:0033617) metabolic processes (Supplementary Data S1). These genes are primarily involved in the production of electron transport chain components in mitochondria (*CYCS*, *COX16*, *SCO1*, *SURF1*, *TIMM21*, *BCS1L*, *FOXRED2*…) and the Krebs cycle (*ACO2*, *PDHB*, *MDH1*, *MDH2*, *PDHA1*). Moreover, several genes belonging to cluster c5 (SG <FG-C <FG-WSWB) are involved in carbohydrate metabolic processes, such as gluconeogenesis (*FBP1*, *PCK2*, *GALE*, and *ALDOC*), carbohydrate derivative transport, nucleotide-sugar biosynthesis, the pentose phosphate pathway (*RBKS*, *RPE*, *TKT*, *ALDOC*, *DERA*, *FBP1*, *PGD*, and *PGM2*) and glycogenolysis (*GCG*, *INPP5K*). 

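For FG-C vs. SG, 5 of 7 glycolytic genes reported here were called lower (6 adjusted over the list alone), and for FG-WSWB vs. SG and FG-WSWB vs. FG-C all 7 were (7 adjusted over the list alone in both). The median log2 FC was -0.85, -2.23 and -1.38. ENO3 fell most in the comparisons with FG-WSWB (-2.79 and -1.83). GAPDH fell least (-0.23, -0.69 and -0.45).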

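For cellular respiration, 26 of 29 expressed genes were called lower for FG-C vs. SG, 27 for FG-WSWB vs. SG and 17 for FG-WSWB vs. FG-C (26, 27 and 20 adjusted over the list alone), with a median log2 FC of -0.62, -0.94 and -0.33. For complex I assembly, 19, 21 and 16 of 22 genes were called lower (19, 21 and 18 adjusted over the list alone), with a median of -0.65, -1.10 and -0.40. The counts were 11, 11 and 6 of 12 genes for aerobic respiration (11, 11 and 6), 9, 10 and 7 of 11 for ATP synthesis coupled electron transport (9, 10 and 9) and 8, 9 and 7 of 9 for complex IV assembly (9, 9 and 7). None of the genes in these 5 lists was called higher in any of the comparisons.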

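Of the 7 electron transport chain genes, 6 were called lower for FG-C vs. SG, 6 for FG-WSWB vs. SG and 5 for FG-WSWB vs. FG-C, and the counts were the same when adjusted over the list alone. FOXRED2, well above background on 5 of 8 SG arrays, was called higher for FG-C vs. SG (log2 FC of 0.83) and for FG-WSWB vs. SG (1.36). CYCS fell most in the comparisons with SG (-1.04 and -1.58). The 4 Krebs cycle genes reported here were all called lower in both comparisons with SG, and MDH2 (-0.47) also for FG-WSWB vs. FG-C (4, 4 and 1 adjusted over the list alone). Their median log2 FC was -0.54, -0.78 and -0.20.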

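All 4 gluconeogenesis genes were called higher for FG-WSWB vs. SG, with a median log2 FC of 1.13, and 2 for FG-C vs. SG and 2 for FG-WSWB vs. FG-C (2, 4 and 4 adjusted over the list alone for FG-C vs. SG, FG-WSWB vs. SG and FG-WSWB vs. FG-C). Of the 8 genes of the pentose phosphate pathway, 5 were called higher for FG-C vs. SG, 8 for FG-WSWB vs. SG and 7 for FG-WSWB vs. FG-C, as when adjusted over the list alone, with a median of 0.49, 1.04 and 0.63. GCG, well above background on 7 of 8 SG and 6 of 8 FG-C arrays, was called higher for FG-WSWB vs. SG (1.22) and FG-WSWB vs. FG-C (0.99), and INPP5K for FG-C vs. SG (0.32) and FG-WSWB vs. SG (0.45), where another of its probes was called lower (1, 2 and 1 of the 2 genes adjusted over the list alone).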

All these results strongly suggested that selection by itself has markedly modified the metabolic pathways used to produce energy in muscles and that these metabolic modifications are even more pronounced in muscles affected by WS and WB. This metabolic reorientation may be related to the progressive decrease in carbohydrate (especially glycogen) availability that has accompanied selection for growth and breast meat yield^25,26^ and that is also observed in muscles affected by WS or WB^5,21,34^. It is likely that these metabolic modifications have contributed to the appearance of muscle disorders in fast-growing birds. Indeed, it was recently shown that muscles exhibiting a heightened ability to store glycogen used carbohydrates as the main source of energy, whereas those lacking glycogen used energy produced from amino acid catabolism and lipid oxidation, leading to an adaptive response to oxidative stress and muscle regeneration processes^21,47^.

### Mechanisms of cellular defence and remodelling are specifically involved in case of severe myopathies

Functional analysis of clusters c3 and c6 highlighted the biological processes specifically activated in fast-growing muscles that are severely affected by WS and WB. Genes belonging to these clusters are regulated between FG-C and FG-WSWB regardless of the effect of growth. They account for 9% of the total DE genes and can be distinguished from that DE genes of clusters 2 and 5 (79% of DE genes) whose expression gradually changes in relation to growth variation and severity of defects. 

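The step from FG-C to FG-WSWB rested in part on single birds. The number of probes called between these groups was 11,853 without FG-C 7 and 19,068 without FG-C 8. In the birds labelled male alone, 5 in FG-C and 3 in FG-WSWB, it was 4,791. From the genes regulated between FG-C and FG-WSWB only, the paper states that their processes are specific to fast-growing muscles with severe defects.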

Cluster c6 contained genes that are overexpressed in cases of severe WS and WB. 

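The haemoglobin genes HBE, HBBA, HBM, HBA1 and HBBR were all called higher in FG-WSWB than in FG-C (5 of 5, and 5 adjusted over the list alone). Their log2 FC ranged from 0.90 in HBA1 to 1.44 in HBM, with 0.94 in HBE, 0.99 in HBBA and 1.03 in HBBR. None was called between FG-C and SG. Their mean was 3.89 ± 0.32 (SD, n = 8) in SG, 3.67 ± 0.48 (SD, n = 8) in FG-C and 4.73 ± 1.01 (SD, n = 8) in FG-WSWB muscles. The difference between FG-WSWB and FG-C was 1.06 (exact permutation test, two-sided, p = 0.0141, adjusted p = 0.0261 over the 30 tests of gene lists; 7 of 8 FG-WSWB birds above the FG-C mean). FG-WSWB 2 (6.20) and FG-WSWB 7 (6.18) contributed much of it. The other FG-WSWB birds lay between 3.35 and 5.02, which overlaps the FG-C birds (3.13 to 4.69). In the birds labelled male alone, HBE had a log2 FC of -0.02 for FG-WSWB vs. SG, against 0.81 in all birds.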

Its most enriched GO term is related to oxygen transport (GO:0015671, Supplementary Data S1) and encompasses genes encoding for oxygen carriers (*HBE*, *HBBA*, *HBM*, *HBA1*, and *HBBR*), likely indicating insufficient oxygen supply in muscles. 

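For protein O-linked glycosylation via threonine, limma called 0 of 3 genes higher in FG-WSWB than in FG-C (0 adjusted over the list alone, 2 at an unadjusted p under 0.05), with a median log2 FC of 0.27 and a range from 0.25 to 0.82. For the proteoglycan metabolic process, 1 of 4 expressed genes was called higher (3 adjusted over the list alone), with a median of 0.32.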

Another group of functions relates to glycosaminoglycan and proteoglycan synthesis (“protein O-linked glycosylation via threonine” (GO:0018243) and “proteoglycan metabolic process” (GO:0006029)), which are both components of fibrous tissue (Supplementary Data S1). This is fully in agreement with histological observations that showed significant infiltration and extension of connective tissues within muscles (Fig. 1). At the molecular level, we noticed a strong increase in FG-WSWB muscles of that expressed *PDGFRA* (Fig. 4), a marker of fibro-adipogenic precursors (FAPs), which were recently characterized as playing a role in muscle regeneration and repair processes. Indeed, FAPs differentiate into fibroblasts and adipocytes under pathological conditions, such as muscular dystrophy, leading to connective and fat tissue infiltration^48^. Similarly, the expression of *COL6A3* and *FN1*, which respectively contribute to the formation of collagen VI and are found in most connective tissues, fibres and extracellular matrix (ECM) during tissue repair after degeneration, were expressed at substantially higher levels in FG-WSWB muscles (Fig. 4), in accordance with the high proportion of ECM that characterizes these muscles. 

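PDGFRA (gene ID 395509; chromosome 4 of GRCg7b, 64,913,447 to 64,948,001) had a normalized log2 signal of 0.98 ± 0.20 (SD, n = 8) in SG, 0.69 ± 0.66 (SD, n = 8) in FG-C and 1.65 ± 0.39 (SD, n = 8) in FG-WSWB muscles. The log2 FC was 0.96 for FG-WSWB vs. FG-C (SE 0.22, adjusted p = 0.00281 from limma; 8 of 8 FG-WSWB birds above the FG-C mean) and 0.67 for FG-WSWB vs. SG (adjusted p = 0.00884; 7 of 8 above the SG mean). FG-WSWB 5, at 0.82, was far below the other FG-WSWB birds (1.53 to 2.08). The difference between FG-C and SG was within the spread of the birds (-0.29, adjusted p = 0.266; 6 of 8 FG-C birds below the SG mean).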

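COL6A3 (gene ID 396548; chromosome 7 of GRCg7b, 4,879,364 to 4,933,213) had a normalized log2 signal of 7.28 ± 0.25 (SD, n = 8) in SG, 7.81 ± 0.51 (SD, n = 8) in FG-C and 8.47 ± 0.28 (SD, n = 8) in FG-WSWB muscles. The log2 FC was 0.65 for FG-WSWB vs. FG-C (SE 0.18, adjusted p = 0.00782 from limma; 8 of 8 FG-WSWB birds above the FG-C mean), 0.53 for FG-C vs. SG (adjusted p = 0.0153; 7 of 8 above the SG mean) and 1.19 for FG-WSWB vs. SG (adjusted p = 2.88e-06; 8 of 8). The 3 expressed probes all rose from SG to FG-WSWB.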

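FN1 (gene ID 396133; chromosome 7 of GRCg7b, 4,440,758 to 4,490,944) had a normalized log2 signal of 5.71 ± 0.30 (SD, n = 8) in SG, 6.71 ± 0.95 (SD, n = 8) in FG-C and 8.45 ± 0.58 (SD, n = 8) in FG-WSWB muscles. FN1 had a log2 FC of 1.74 for FG-WSWB vs. FG-C (SE 0.32, adjusted p = 0.00118 from limma), with 6 of 8 FG-WSWB birds above every FG-C bird. It was 1.00 for FG-C vs. SG (adjusted p = 0.0109; 7 of 8 FG-C birds above the SG mean) and 2.74 for FG-WSWB vs. SG (adjusted p = 6.37e-08; 8 of 8). FG-WSWB 5 (7.13) was far below the other FG-WSWB birds (8.25 to 8.98).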

*FN1* was also one of the top 10 DE genes between FG-WSWB and FG-C (Table 2).

Interestingly, cluster c6 was associated with several GO terms related to neurogenesis, such as “positive regulation of neurogenesis” (GO:0050769), “axonogenesis” (GO:0007409), “neuron differentiation” (GO:0030182), “positive regulation of synapse assembly” (GO:0051965), “regulation of neuron differentiation” (GO:0045664), and “neuron projection extension” (GO:1990138) (Supplementary Data S1). 

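Between FG-WSWB and FG-C, 11 of 23 expressed genes of neuron differentiation were called higher (12 adjusted over the list alone), with a median log2 FC of 0.42. The counts were 6 of 11 for its regulation (7 adjusted over the list alone), 5 of 7 for positive regulation of neurogenesis (6), 6 of 8 for axonogenesis (7), 2 of 3 for positive regulation of synapse assembly (2) and 2 of 4 for neuron projection extension (3). None of these genes was called lower.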

Genes belonging to these functions are mostly involved in axon guidance and the formation or maintenance of neuromuscular junctions (such as *AGRN*, *SLIT2*, *SEMA3A*, *EPHB3* and *NTRK2*). This is likely more a sign of the involvement of neuromuscular junction maintenance and repair than of motor neuron injury, which would result in foci containing atrophic fibres^49^, which were not observed in FG-WSWB muscles. Indeed, because neuromuscular junction structure alterations occur in affected muscles, axons would need to be attracted and redirected to neuromuscular junctions. 

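For FG-WSWB vs. FG-C, the log2 FC was 1.31 for NTRK2, 0.62 for EPHB3 and 0.61 for SEMA3A, which were called (3 genes, and 3 adjusted over the list alone). AGRN was not called (0.26, adjusted p = 0.0589 from limma), and no probe carried the name SLIT2. The NTRK2 probe was well above background on 0 of 8 SG, 3 of 8 FG-C and 7 of 8 FG-WSWB arrays, so that its log2 FC for FG-WSWB vs. FG-C is not exact. Its signal was at least 1.82-fold higher in FG-WSWB than in SG, and no FC can be given for FG-C vs. SG.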

Many factors that promote myofibre regeneration and repair, such as semaphorin 3A (*SEMA3A*), which is expressed by satellite cells in injured muscle, also serve as promoters of axonal sprouting and guidance and neuromuscular junction repair as nerves grow towards newly regenerated myofibres^50^. If cluster c6 is associated with the activation of several mechanisms, such as oxygen transport, axon guidance, and neuromuscular junction repair, then in the case of severe myopathy, cluster c3 could be associated with limitations in the development of cellular defence systems. Indeed, it contains genes whose expression is downregulated in muscles affected by WS and WB, with some of these genes participating in apoptosis and cytokinesis, two processes involved in cell defence or survival. This could be a sign that these cells fail to develop effective mechanisms of regeneration, and this defect is probably responsible for the substantial alteration of the structure of muscle and muscle functions observed in muscles severely affected by WS and WB.

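Supplementary Data S1 lists 5 genes for the execution phase of apoptosis, all expressed, of which 2 were called lower in FG-WSWB than in FG-C (2 adjusted over the list alone), with a median log2 FC of -0.29. For positive regulation of cytokinesis, limma called 0 of 3 expressed genes (0 adjusted over the list alone, 0 at an unadjusted p under 0.05), with a median of -0.23 and a range from -0.34 to -0.18.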

### Identification of quantitative histological phenotypes and molecular markers for the diagnosis of muscle disorders in chicken

Our study, like other recent studies^19,20,22,35^, helps to advance our understanding of the biological processes that are involved in the development of myopathies in the breast muscle tissues of modern broiler lines. It also provides several finely defined histological phenotypes, which were used to precisely quantify the degree of muscle damage and significantly improve diagnosis, which is currently based on visual or palpation scoring of muscle after slaughter. The study of these fine histological phenotypes helps researchers to better describe the major structural changes that occur in muscles affected by WS and WB, and we also used them to determine, through a combination of DE analysis and weighted correlation network analysis, the most confident molecular markers related to muscle disorders involved in severe WS and WB pathologies (Fig. 3). Contrary to connective tissue content, fibre size variation and capillary density, no WGCNA module was found to be highly correlated with adipose tissue content. This is probably due to the great variability observed between samples from a same category (see standard deviations in Table 1). It is also possible that changes in fat metabolism could occur earlier during development, as recently shown in Papah *et al*.^23^, and that its later extension could interfere with that of connective tissue.

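Of the 22 genes in Table 4, 17 had an expressed probe of that name, and all 17 were called between FG-WSWB and FG-C. The signal was higher in FG-WSWB for 15 of them (ARNT2, EYA2, PTGS1, CADM1, SLIT3, PDLIM1, TBC1D19, COL6A2, LRWD1, NAV3, LOC421935, ADORA1, C9H21ORF2, COL6A3 and FN1) and lower for HIF1AN and MYH15. Other probes of MYH15 rose. EYA2 had a log2 FC of 1.93, ADORA1 of 0.99, TBC1D19 of 0.69, LOC421935 of 0.68, LRWD1 of 0.60 and C9H21ORF2 of 0.32. The gene network analysis was not repeated here.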

Our integrative analysis led to a set of 17 relevant biomarkers that were DE between the FG-C and FG-WSWB groups and highly correlated with histological phenotypes related to myopathy (Table 4). Three of these genes have not yet been characterized. 

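For FG-WSWB vs. FG-C, the log2 FC was 0.86 for PDLIM1, 0.86 for COL6A2, 1.39 for ARNT2, -0.57 for HIF1AN and 1.00 for PTGS1. It was 1.13 for CADM1, 1.93 for SLIT3 and 0.54 for NAV3. The other expressed probes of these genes that were called changed in the same direction. In the comparison of FG-C with SG, all but CADM1 (0.35) were called as well, in the same direction as in FG-WSWB vs. FG-C.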

Among the others, most are involved in muscle regeneration phenomena (*PDLIM1*), fibrosis (*COL6A2*), hypoxia (*ARNT2*, *HIF1AN*, and *PTGS1*) and axon guidance (*CADM1*, *SLIT3* and *NAV3*). These functions are the main biological processes that are specifically activated in fast-growing muscles severely affected by WS and WB defects (see the functional annotation of clusters c3 and c6). We also propose to enrich this set of biomarkers by 5 additional genes (*MYH15*, *FN1*, *COL6A3*, *MYH1E*, and *MYH1F*) that were strongly DE between the FG-C and FG-WSWB groups, were highly correlated to two of the three histological phenotypes studied, and were located in the QTL region controlling the WS defect in the breast muscle tissues of chicken^18^ (Table 4). Among these five genes, *MYH15* was the only one that was highly correlated with the number of capillaries. This slow-type myosin, also called ventricular myosin in chicken because it is mainly expressed in heart, is transiently expressed in embryonic chick skeletal muscles and then re-expressed during muscle regeneration^24^. Interestingly, it is associated with bovine pulmonary hypertension related to high altitude, suggesting that *MYH15* could be involved in the response to hypoxic conditions^51^. The ability of this set of 22 genes to discriminate muscles with severe myopathies from non-affected muscles should now be tested in larger populations obtained from different genetic backgrounds. These biomarkers based on gene expression provide fine diagnostic tools to quantify WS and WB defects. Although they require invasive muscle sampling, they can serve as intermediate phenotypes for the search of non-invasive predictive measurements, based on blood test or imaging on live animal for instance.

**Table 4:** Set of candidate biomarkers of severe breast muscle myopathies identified based on combinations of genes that were differentially expressed between FG-WSWB and FG-C muscles and the WGCNA analyses as well as QTL mapping for WS.

Gene Symbol	Gene ID	Description
ARNT2	415481	aryl hydrocarbon receptor nuclear translocator 2
EYA2	395745	EYA transcriptional coactivator and phosphatase 2
PTGS1	427752	prostaglandin-endoperoxide synthase 1 (prostaglandin G/H synthase and cyclooxygenase)
CADM1	419762	cell adhesion molecule 1
SLIT3	374173	slit guidance ligand 3
PDLIM1	428948	PDZ and LIM domain 1
GPR162	418288	G protein-coupled receptor 162
TBC1D19	422800	TBC1 domain family member 19
COL6A2	396292	collagen type VI alpha 2 chain
HIF1AN	428952	hypoxia inducible factor 1 subunit alpha inhibitor
LRWD1	417511	leucine rich repeats and WD repeat domain containing 1
NAV3	417869	neuron navigator 3
LOC421935	421935	uncharacterized
ADORA1	374212	adenosine A1 receptor
LOC107051073	107051073	uncharacterized
ATP8B1	426857	ATPase phospholipid transporting 8B1
C9H21ORF2	424866	chromosome 9 C21orf2 homolog
***Located in a QTL region for WS***		
MYH15	395534	myosin heavy chain 15
COL6A3	396548	collagen type VI alpha 3 chain
FN1	396133	fibronectin 1
MYH1E	427788	myosin heavy chain 1E, skeletal muscle
MYH1F	768566	myosin, heavy chain 1F, skeletal muscle

In conclusion, the present study provides new information on the biological processes that lead to the occurrence of severe myopathy in the breast muscles of modern broiler lines. By comparing the muscle transcriptome of slow-growing to fast-growing broilers that were affected or not affected by myopathies, we attempt to specify molecular pathways that were altered by the long-term selection of growth performance to those directly involved in the development of muscle disorders. Our data suggest that selection for fast growing and breast meat yield has progressively led to inadequate supplies of oxygen and the nutrients that promote carbohydrate depletion in muscle. Such changes would have provided favourable conditions for metabolic modifications that shift cells toward use of alternative catabolic pathways to produce energy, leading to an adaptive response to oxidative stress and the first signs of inflammatory, regenerative and fibrotic processes. All these processes appeared to be dramatically intensified in muscles affected by myopathies, as are new mechanisms related to cellular defence and remodelling to allow the muscles to function (oxygen transport, neurogenesis). Finally, our study highlights the fine histological phenotypes and genes that have expression profile that are highly correlated with muscle disorders involved in the development of myopathies, thus opening new perspectives for a more fine diagnosis and a better screening tool for broilers affected these such defects.

## Methods

### Animals, sample collection, muscle and meat quality measurements

The present study was carried out on *pectoralis major* muscles obtained from a fast- and a slow-growing chicken genotype. The experimental slow-growing (SG) chicken line was created by INRA in the seventies’ from three original strains: Bresse-Blanche, New-Hampshire and White-American breeds. Although this line has been selected for improved body weight, its growth rate is close to that of chicken strains currently used for the French “Label Rouge” (free-range) production^52^. The fast-growing (FG) line is a grand-parental commercial modern line highly selected by Hubbard for growth and breast muscle yield. Birds of the two genotypes were reared following the same standard practices. They were raised separately but received the same diet. All animals were slaughtered at 6 weeks of age at PEAT INRA Poultry Experimental Facility (2018, 10.15454/1.5572326250887292E12). The slaughter and carcass processing conditions of the FG broilers are fully described in Alnahhas *et al*.^53^. Samples of the *pectoralis major* muscle were collected fifteen minutes after slaughter and either directly snap-frozen in liquid nitrogen for molecular analysis or stored in isopentane cooled with liquid nitrogen for histological purposes. All muscle samples were then stored at −80 °C until further analysis. One day after slaughter, three trained people visually graded *pectoralis major* muscles for WS and WB. Both WS and WB were categorized separately on a three-point scale: 0 = absence of defects, 1 = moderate severity of defects, and 2 = high severity of defects. Defects were scored according to the widths of white stripes based on the scale of Kuttappan *et al*.^6^ for WS in addition to visual characteristics and hardness on palpation for WB.

Body composition was characterized for all SG and FG birds through the measurement of *pectoralis major* yield (PMY) expressed in relation to body weight (BW). Breast meat yield (BMY), abdominal fat yield (AFP), and *pectoralis minor* yield (PmY) were also measured in FG birds as were several breast meat quality traits that were evaluated in *pectoralis major* muscle: ultimate pH (pHu) and the colour parameters L*, a*, b*, which were measured 24 hours post-mortem, drip loss (DL) during a 4-day storage period, cooking loss (CL), Warner Bratzler shear force (SF) of cooked meat, curing-cooking yield (CCY) and the thiobarbituric acid-reactive substance index (TBA-RS), used as markers of lipid peroxidation and measured after 8 days of storage. All these measurements were obtained as described in Alnahhas *et al*.^17^.

Three groups of eight animals were selected for further molecular and histological analyses: eight animals obtained from the SG line and two groups of eight animals selected from among the 200 FG birds according to their extreme visual score for WS and WB defects and DL, CL and CCY phenotypes. The 8 FG-C birds were visually free of any defects. They were selected within their group based on their high water retention capacity (with below-average DL and CL and above-average CCY). The 8 FG-WSWB birds were affected by both the WS and WB defects (average score of 2 for both WS and WB) and have a CCY below the average of their group.

### Histochemical traits

Immunohistochemistry was performed on 10 µm-thick *pectoralis major* muscle cross-sections obtained from the FG-C, FG-WSWB and SG groups. All primary antibodies were obtained from the Developmental Studies Hybridoma Bank, created by the NICHD of the NIH, maintained at The University of Iowa, Department of Biology, Iowa City, IA, and developed by Douglas M. Fambrough, as follows: 39 (anti-collagen VI), B3/D6 (anti-fibronectin), and 31/31-2 (anti-laminin). Secondary antibodies and conjugated streptavidin were obtained from Southern Biotech, Birmingham, AL, USA, as follows: goat anti-mouse IgG1 conjugated to a TR antibody, goat anti-mouse IgG H+L conjugated to a biotin antibody, and streptavidin conjugated to Cy2. The washing procedure consisted of incubating cross-sections for 3 × 5 minutes in phosphate-buffered saline solution. Slides were mounted in Mowiol medium (Sigma, Lyon, France) and stored at 4 °C in a dark chamber before they were observed. Whatever the labelling procedure, six images per sample were selected randomly (captured at 10× and/or 20× magnification using a Leica MC170 camera; Leica Microsystems, Nanterre, France) on a Leica DMRB microscope.

#### Fibrosis and adiposis quantification

The Collagen VI-Bodipy co-labelling procedure was used to quantify the extension of connective and adipose tissues within muscle. Muscle cross-sections were fixed with 4% paraformaldehyde solution, incubated in 10% goat serum (Sigma, Lyon, France) for 30 minutes, and then incubated with primary Collagen VI antibody (1/200) for 2 hours. After the tissues were washed, muscle cross-sections were incubated with a secondary goat anti-mouse IgG1 conjugated to a TR antibody (1/500) for 1 hour, washed again, and incubated with Bodipy 493 (4,4-Difluoro-1,3,5,7,8-Pentamethyl-4-Bora-3a,4a-Diaza-s-Indacene, 1/3000, Sigma, Lyon, France) for 15 minutes. The relative surface areas labelled with collagen VI and Bodipy were quantified using the Area Fraction Parameter function in ImageJ software after transformation into black and white images (8-bit) and threshold adjustment.

#### Capillary density and fibre size measurement

A fibronectin-laminin co-labelling procedure was used to label capillary membranes (fibronectin) and basal lamina surrounding muscle fibres (laminin). Muscle cross-sections were incubated in 10% goat serum for 30 minutes and with primary fibronectin antibody (1/100) for 1 hour. After they were washed, cross-sections were incubated with secondary goat anti-mouse IgG H+L conjugated to biotin antibody (1/1000) for 45 minutes, washed, and incubated with streptavidin conjugated to Cy2 (1/500) for 45 minutes. After they were washed, the cross sections were incubated with primary laminin antibody (1/50) for 1 hour, washed, and finally incubated with secondary goat anti-mouse IgG1 conjugated to a TR antibody (1/1000) for 45 minutes. Capillaries were counted manually, and fibre size was determined using the minimum Feret’s diameter parameter function of the ImageJ software after transformation into black and white images (8-bit) and threshold adjustment.

### Microarray expression profiling

#### RNA extraction

Total RNA was extracted from *pectoralis major* muscle samples using the RNeasy® Mini kit (Qiagen, Valencia, CA, USA). Residual genomic DNA was removed by DNase I treatment (Qiagen, Valencia, CA, USA). RNA concentration was measured using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA), and RNA integrity was checked according to an RNA Integrity Number (RIN > 8) using RNA 6000 Nano chips run on a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA).

#### Labelling and hybridization

Muscle transcriptional profiling was performed using an 8 × 60 K Agilent *Gallus gallus* custom-commercial array (Agilent Technologies, Santa Clara, CA, USA) containing 61,657 probes (Platform GPL20588 in the U.S. National Center for Biotechnology Information Gene Expression Omnibus (GEO) microarray database). RNA labelling and microarray processing were performed by the @BRIDGe platform (INRA, UMR GABI, Jouy-en-Josas) using the procedure described in Jacquier *et al*.^54^. The microarray datasets were submitted to the GEO microarray database with the accession number GSE127806.

#### Re-annotation of the microarray chip on the current Galgal5 chicken genome

To compare the DE genes identified in this study and the genetic markers of WS provided by our previous study^18^, we re-annotated the chip.

The transcriptome alignment on the Galgal5 chicken assembly (EntrezGene database) of all the probes deposited on the chip was carried out using the *blastn* algorithm (hybridization tolerance of two mismatches and a single probe-associated gene as parameters), which is available in the BLAST + suite (ncbi-blast-2.6.0+)^55^, on the cluster obtained from the Genotoul bioinfo platform (http://bioinfo.genotoul.fr/). Probes were annotated on a Galgal5 assembly as reported in Supplementary Data S2.

Probes with a hybridization tolerance of two mismatches and a single probe-associated gene were considered correctly annotated and were kept for further analysis.

#### Differential expression analysis

First-step filtering was applied to keep only those probes that were expressed in this study (43,688 probes). The fluorescence signal for each probe was log2-transformed and normalized by median centring for each array. The differences in expression among the three groups (SG, FG-C, and FG-WSWB) were computed using the log2 transformation of the fold-change (log2FC). The differential analysis was performed using a linear model to identify DE probes among all pairwise comparisons of the three groups implemented in R package limma version 3.32.7 (Linear Model for Microarray Data)^56^. The p-values were adjusted for multiple testing by the Benjamini-Hochberg method^57^ to control the False Discovery Rate (FDR). Probes were considered DE when the adjusted p-value was ≤ 0.05 and |FC| ≥ 1.2.

#### Hierarchical clustering

To identify clusters of DE genes, hierarchical clustering was performed on the gene expression matrix. The correspondence between expressed probes and annotated genes was determined using the re-annotation of the chip. Genes with at least one Galgal5 annotated DE probe, |FC| ≥ 1.2 and the highest mean expression probe level in one of groups were kept. Normalized expression (after log2-transformation) was scaled for each gene. Hierarchical clustering on the scaled gene expression matrix was based on the Pearson correlation distance and an average link aggregation distance. A modular height cut-off value in the hierarchical tree obtained using the cutreeDynamic function of dynamicTreeCut package^58^ (with the following parameters: deepSplit = 1, minClusterSize = 300) was applied to identify clusters of DE genes that shared similar expression profiles across the three groups (FG-C, FG-WSWB and SG).

### Functional enrichment analysis

All the genes expressed on the chip were annotated by Gene Ontology^59,60^ for Biological Process categories according to the NCBI EntrezGene database using orthologues. Functional enrichment tests were performed using the ViSEAGO R package, which is available at https://forgemia.inra.fr/umr-boa/viseago. Enrichment for functions within each cluster of genes was tested using a Fisher’s exact test and the “elim” algorithm (p < 0.01) with all expressed genes used as the background.

### Co-expression network analysis

To study the correlations between gene expression levels and histological quantitative phenotypes as a complementary approach to the differential analysis, we applied a co-expression analysis using the R package Weighted Correlation Network Analysis (WGCNA)^61^.

#### Network construction

The co-expression analysis was performed using an expression matrix based on the 24 samples and 11,999 expressed and annotated genes. The unsigned connected network was built based on the adjacency matrix between genes. From the gene expression matrix, Pearson’s correlations between every pair of genes were computed and raised to a selected power of β = 7 using the pickSoftThreshold function to reach a scale-free topology index (R²) of at least 0.60. The adjacency matrix was turned into a Topological Overlap Measure (TOM) matrix, which can be used to assess the degree of shared neighbours between pairs of genes.

#### Module detection

A hierarchical clustering of the genes based on the TOM dissimilarity measure followed by a modular height cut-off value of branches in the hierarchical tree using the cutreeDynamic function (deepSplit = 4, minClusterSize = 30) was performed to detect modules of co-expressed genes. The module eigengene, which was the first principal component of each module and represented the expression value of each module, was calculated. Modules with expression profiles that were very similar (correlation = 0.90) were merged since there was a high probability that genes belonging to these modules are highly co-expressed.

#### Module-trait relationships

Only the histological phenotypes that allowed discrimination of muscles severely affected by WS and WB from other muscles (i.e., collagen VI labelling, adipose tissue, number of capillaries and coefficient of variation of fibre size) were kept for the analysis. The module eigengene was used to detect biologically relevant modules. Indeed, module-trait relationships were estimated using Pearson’s correlation between the module eigengene and the trait of interest.

Genes for each module with high Gene Significance (GS ≥ 0.7) corresponding to the absolute value of the correlation between gene expression and the histological trait and high Module Membership (MM ≥ 0.7), which was defined as the absolute value of the correlation of the module eigengene and the gene expression profile, were defined as hub genes.

### Validation by RT-qPCR

To validate the results obtained on the microarray, RT-qPCR was performed to examine the relative expression of 12 genes selected according to several criteria, including their functional role, their belonging to each of the identified clusters, and, for some of them, their location within QTL regions recently identified as controlling the WS defect in broiler chickens^18^. Total RNA was extracted from *pectoralis major* muscle samples using RNA NOW (Ozyme, St Quentin en Yvelines, France). Ten micrograms of RNA from each sample were reverse-transcribed using RNase H^−^MMLV reverse transcriptase (Superscript II, Invitrogen, Illkirch, France) and random primers (Promega, Charbonnières les Bains, France). Primers targeting the studied genes were designed with Primer3 version 4.0.0^62,63^. The list of primer sequences is available in Supplementary Table S3. The products of amplification were analysed by electrophoresis and further sequenced.

Gene expression was quantified by qPCR using a Roche LightCycler® 480 II (Roche Applied Science) and Takyon® mix (Eurogentec, Seraing, Belgium) according to the manufacturer’s recommendations. Quantitative PCR conditions were set at 95 °C for 5 min, followed by forty-five cycles of 10 s at 95 °C, 20 s at 60 °C and 10 s at 72 °C. *18S ribosomal RNA* was used as a housekeeping gene to normalize the CT values as its expression was invariant between groups. A mix of chicken p*ectoralis major* muscle cDNA served as a reference sample (control cDNA). The calculation of absolute mRNA levels was based on the PCR efficiency and the threshold cycle (CT) deviation of an unknown cDNA versus the control cDNA according to the equation proposed by Pfaffl^64^.

### Ethics approval

Experimentation was conducted in PEAT INRA Poultry Experimental Facility (2018, 10.15454/1.5572326250887292E12) and authorized for animal experimentation by the French veterinary service, which is the competent authority (D-37-175-1). The scientist in charge of the experimentation received training and personal authorization (37-112). In agreement with the Ethical Committee for Animal Experimentation in Val de Loire (C2EA-19), the experiments reported here did not require approval from a specific ethical committee since only classical rearing practices for broilers were used. No permissions were required to collect the chicken lines owned by INRA.

## Supplementary information

Supplementary files

Supplementary Data S1

Supplementary Data S2

## Data Availability

The microarray data were submitted to the Gene Expression Omnibus (GEO) microarray database (accession number GSE127806).

# Supplementary material for: Differential expression and co-expression gene network analyses reveal molecular mechanisms and candidate biomarkers involved in breast muscle myopathies in chicken
**Source:** Sci Rep. 2019 Oct 17;9:14905. doi: 10.1038/s41598-019-51521-1
**Supplement:** Supplementary file 1 — Supplementary files

# **Differential expression and co-expression gene network analyses reveal molecular mechanisms and candidate biomarkers involved in breast muscle myopathies in chicken**

Eva Pampouille<sup>1,2</sup>, Christelle Hennequet-Antier<sup>1</sup>, Christophe Praud<sup>1</sup>, Amélie Juanchich<sup>1</sup>, Aurélien Brionne<sup>1</sup>, Estelle Godet<sup>1</sup>, Thierry Bordeau<sup>1</sup>, Maxime Banville<sup>2</sup>, Elisabeth Le Bihan-Duval<sup>1</sup>, Cécile Berri<sup>1\*</sup>

**Supplementary Table S1.** Means and standard deviations for body weight, body composition and meat quality traits measured at 6 weeks of age.

| Traits*                                | FG-C<br>(N=8) | FG-WSWB<br>(N=8) | p-value**                     |
|----------------------------------------|---------------|------------------|-------------------------------|
| <b>Growth and body composition</b>     |               |                  |                               |
| BW (g)                                 | 3213 ± 211    | 3435 ± 284       | 0.10                          |
| PMY (%)                                | 17.06 ± 1.38  | 18.72 ± 1.14     | <b>0.02</b>                   |
| PmY (%)                                | 3.96 ± 0.30   | 3.74 ± 0.36      | 0.20                          |
| BMV (%)                                | 21.0 ± 1.55   | 22.5 ± 1.41      | 0.07                          |
| AFP (%)                                | 1.61 ± 0.27   | 1.79 ± 0.34      | 0.28                          |
| <b>Pectoralis major quality traits</b> |               |                  |                               |
| pHu                                    | 5.92 ± 0.11   | 5.91 ± 0.20      | 0.83                          |
| L*                                     | 50.1 ± 2.66   | 53.0 ± 2.95      | 0.07                          |
| a*                                     | -0.93 ± 0.43  | -0.92 ± 0.39     | 0.95                          |
| b*                                     | 10.2 ± 0.65   | 11.1 ± 1.35      | 0.14                          |
| DL (%)                                 | 2.09 ± 0.84   | 4.00 ± 0.95      | <b>8.07 × 10<sup>-4</sup></b> |
| CL (%)                                 | 13.3 ± 2.95   | 19.2 ± 2.91      | <b>1.26 × 10<sup>-3</sup></b> |
| CCY (%)                                | 82.6 ± 2.45   | 78.2 ± 5.59      | 0.07                          |
| SF (N/cm <sup>2</sup> )                | 12.8 ± 0.94   | 13.2 ± 1.63      | 0.56                          |
| TBA-RS                                 | 0.50 ± 0.16   | 0.59 ± 0.22      | 0.37                          |

\*BW body weight, PMY *pectoralis major* yield, PmY *pectoralis minor* yield, BMV breast meat yield, AFP abdominal fat percentage, pHu *pectoralis major* ultimate pH, L\* lightness, a\* redness, b\* yellowness, DL drip loss, CL cooking losses, CCY curing-cooking yield, SF shear force value of the cooked meat, TBA-RS thiobarbituric acid-reactive substance of the raw meat.

\*\*Two-tailed Welch's mean values equality t-test at 95% confidence level

**Supplementary Table S2.** Top 10 DE genes for each comparison based on log FC.

| Gene symbol*            | Gene ID | Description                                                | log FC | Adjusted p-value       |
|-------------------------|---------|------------------------------------------------------------|--------|------------------------|
| <b>FG-C vs. SG</b>      |         |                                                            |        |                        |
| <b>SPP1</b>             | 395210  | secreted phosphoprotein 1                                  | 6.64   | $5.53 \times 10^{-12}$ |
| <b>MYH1B</b>            | 374069  | myosin heavy chain 1B, skeletal muscle (embryonic isoform) | 5.97   | $2.19 \times 10^{-11}$ |
| <b>CSRP3</b>            | 422979  | cysteine and glycine rich protein 3                        | 5.46   | $1.20 \times 10^{-9}$  |
| MYH1A                   | 417309  | myosin heavy chain 1A, skeletal muscle                     | 5.20   | $5.02 \times 10^{-9}$  |
| <b>TPM3</b>             | 770103  | tropomyosin 3                                              | 5.19   | $1.66 \times 10^{-10}$ |
| MUSTN1                  | 404773  | musculoskeletal, embryonic nuclear protein 1               | 5.07   | $6.83 \times 10^{-13}$ |
| <b>TNNT2</b>            | 396433  | troponin T2, cardiac type                                  | 4.93   | $3.17 \times 10^{-12}$ |
| <b>MYH15</b>            | 395534  | myosin heavy chain 15                                      | 4.91   | $4.19 \times 10^{-10}$ |
| LOC769899               | 769899  | avidin-related protein 4/5-like                            | 4.81   | $6.04 \times 10^{-7}$  |
| PLN                     | 396378  | phospholamban                                              | 4.78   | $1.61 \times 10^{-10}$ |
| <b>FG-WSWB vs. SG</b>   |         |                                                            |        |                        |
| <b>MYH15</b>            | 395534  | myosin heavy chain 15                                      | 7.88   | $1.33 \times 10^{-14}$ |
| <b>SPP1</b>             | 395210  | secreted phosphoprotein 1                                  | 7.86   | $1.84 \times 10^{-14}$ |
| <b>TPM3</b>             | 770103  | tropomyosin 3                                              | 7.55   | $1.88 \times 10^{-14}$ |
| <b>CSRP3</b>            | 422979  | cysteine and glycine rich protein 3                        | 7.36   | $6.54 \times 10^{-13}$ |
| <b>PTX3</b>             | 548626  | pentraxin 3                                                | 7.24   | $2.24 \times 10^{-14}$ |
| TNNI1                   | 421161  | troponin I type 1 (skeletal, slow)                         | 7.18   | $4.49 \times 10^{-15}$ |
| <b>TNNT2</b>            | 396433  | troponin T2, cardiac type                                  | 7.17   | $7.64 \times 10^{-16}$ |
| OCM2                    | 396531  | oncomodulin 2                                              | 7.13   | $1.55 \times 10^{-12}$ |
| <b>MYH1B</b>            | 374069  | myosin heavy chain 1B, skeletal muscle (embryonic isoform) | 7.12   | $1.71 \times 10^{-13}$ |
| MYOZ2                   | 422682  | myozenin 2                                                 | 6.75   | $3.21 \times 10^{-14}$ |
| <b>FG-WSWB vs. FG-C</b> |         |                                                            |        |                        |
| CTHRC1                  | 420262  | collagen triple helix repeat containing 1                  | 4.22   | $5.66 \times 10^{-10}$ |
| AKR1D1                  | 418107  | aldo-keto reductase family 1 member D1                     | 4.08   | $1.91 \times 10^{-11}$ |
| TNFAIP6                 | 424315  | TNF alpha induced protein 6                                | 3.92   | $1.72 \times 10^{-10}$ |
| FBLN1                   | 373979  | fibulin 1                                                  | 3.85   | $5.16 \times 10^{-11}$ |
| MDK                     | 423196  | midkine                                                    | 3.84   | $6.18 \times 10^{-10}$ |
| THBS2                   | 414837  | thrombospondin 2                                           | 3.77   | $6.30 \times 10^{-10}$ |
| PTN                     | 418125  | pleiotrophin                                               | 3.53   | $1.18 \times 10^{-6}$  |
| <b>PTX3</b>             | 548626  | pentraxin 3                                                | 3.53   | $1.90 \times 10^{-8}$  |
| FRMD5                   | 396204  | nephroblastoma overexpressed                               | -3.46  | $2.75 \times 10^{-9}$  |
| <b>MYH15</b>            | 395534  | myosin heavy chain 15                                      | 3.28   | $1.60 \times 10^{-8}$  |

\*Common genes between two or three comparisons are indicated in bold.

**Supplementary Data S1.** Functional enrichment analysis of each cluster of DE genes that shared a similar expression profile (see Excel file Supplementary\_Data\_S1.xlsx).

**Supplementary Figure S1.** Relationships between gene expression modules and histological traits. Each row corresponds to a module eigengene, and each column corresponds to one histological trait. Each cell contains the corresponding correlation and its associated p-value (shown in brackets). The table is colour-coded by correlation according to the colour legend.

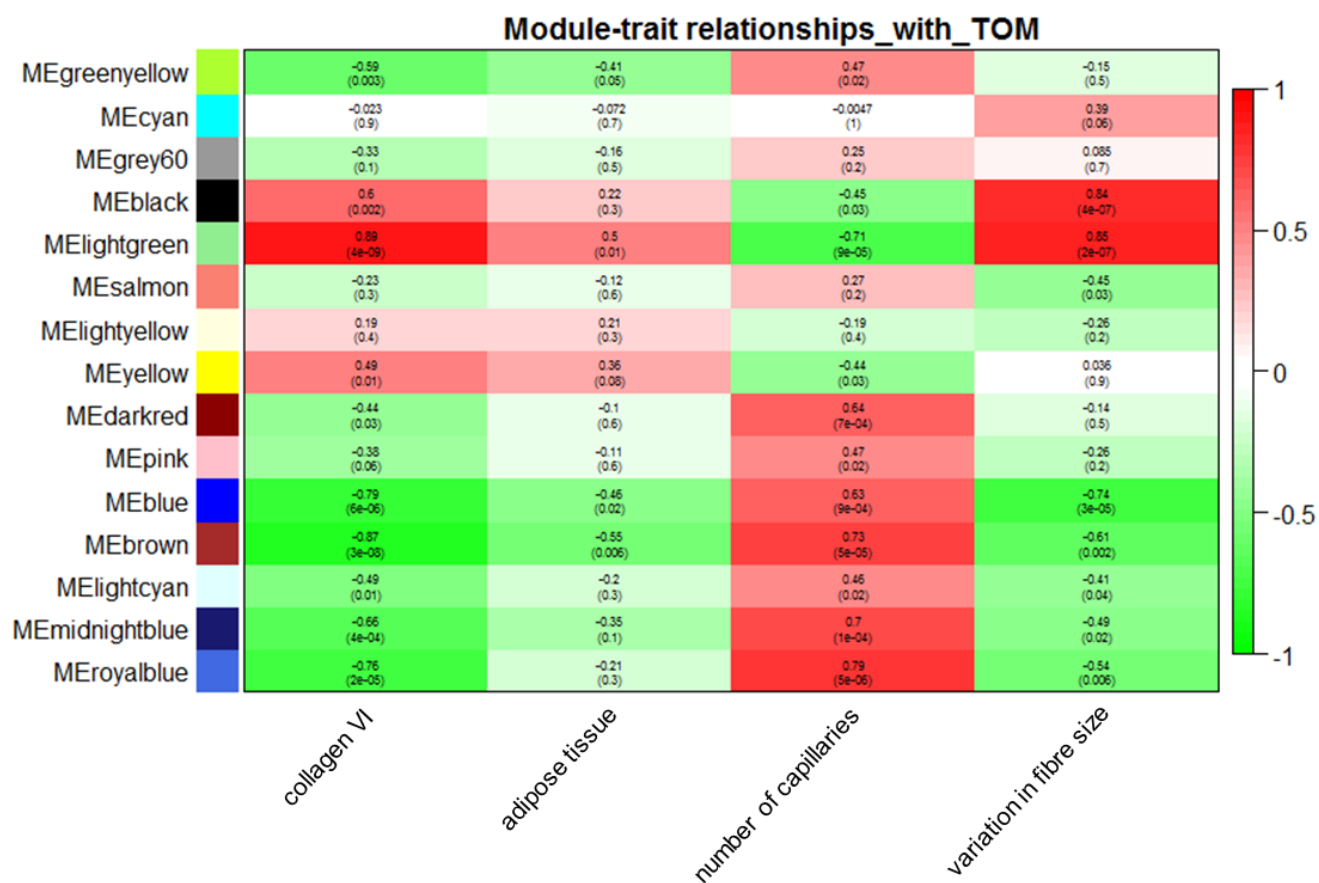

**Supplementary Figure S2.** Mean gene significance across modules for collagen (**A**), the number of capillaries (**B**) and the coefficient of variation for fibre size (**C**).

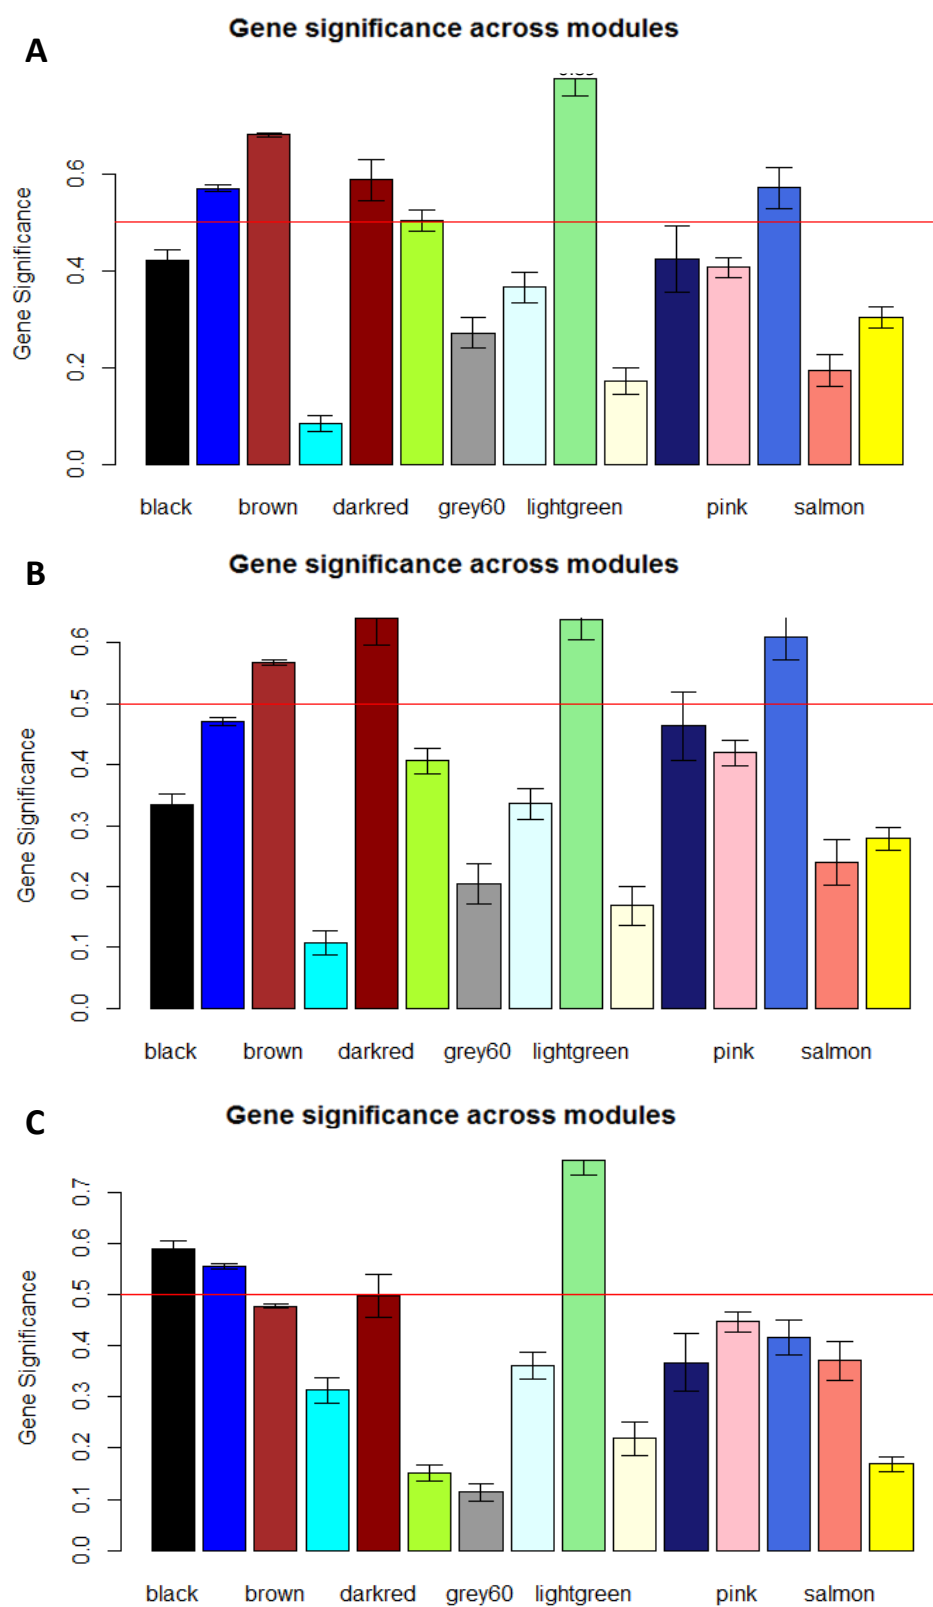

**Supplementary Data S2.** Probe annotation based on the Galgal5 assembly (see Excel file Supplementary\_Data\_S2.xlsx).

**Supplementary Table S3.** Primer sequences and gene ID of the subset of genes used for RT-qPCR validation.

| Gene           | Gene ID   | Forward primer          | Reverse primer           |
|----------------|-----------|-------------------------|--------------------------|
| CAPN3          | 423233    | CAAACCAGTGCTCATTCCT     | GCCTGACCCACACTGATTTT     |
| CAV3           | 378796    | GAAAGGCAGCTACACCACCT    | GTAGATGCGGCTGACACACT     |
| COL6A3         | 396548    | AGCCCAAAGTGACCTACACG    | GCAGATGTCCATGACATTTTCAG  |
| FN1            | 396133    | CACAAACACCAACGTCAACT    | GTTTGGATGGTAATCGTGGCAG   |
| LRSAM1         | 417265    | AGGTCCTCAATGTGAAAGGCA   | TTGCAGAGGAACTGCTGAATG    |
| MYH15          | 395534    | TTCAAGCAAACCCAGCCCTA    | GATTTTTCAGCAACCGGGTG     |
| MYH1B          | 374069    | AGGAGCTGTCCAATGTCAACCTC | GCAGAAGAAAGCAACAGAGGGTTC |
| MYH1E          | 427788    | CCAAATTCCGCAAGATCCAAC   | CTTATGCCACTTTGTTGTCACGAC |
| MYH1F          | 768566    | AGCTGTCCAATGTCAACCTTTCC | TGCCTCAGGTCACACTTTAGC    |
| MYOCD          | 427790    | GTCTGAGCACTCCTTGCTGATT  | CGTTGTTCATGGAATGCGG      |
| PDGFR $\alpha$ | 395509    | GAGTCACAAAAGCCGTGGACAT  | TGTTTTCTCACAGGACCGCTC    |
| PPP1R3A        | 101747406 | GGCAAACAACGACGACAAAAAC  | TTCTTCCTTGCTGCTTGGTGC    |

How the deposited data were processed for this re-analysis (not part of the article)

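Gene expression was measured in pectoralis major muscle of 24 chickens aged 42 days, 8 from the slow-growing line (SG), 8 from the fast-growing line without visible defects (FG-C) and 8 from the fast-growing line with severe white striping and wooden breast (FG-WSWB). One custom Agilent array was used per bird, on 3 slides of 8 arrays. Group, number, sex and slide of each bird were taken from the sample labels and the scanner files, and the groups were never derived from the values.

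The authors deposited the scanner files, in which the intensity of each spot is given in a single dye as a mean and a median signal, and as a processed signal from which the scanner software had subtracted a background. The authors also deposited a table of log2 values. These equal the log2 of the median signal of a spot less the median of the array over the listed spots (largest difference 4.97e-14), without background subtraction. This table has 43,990 spots and 58,113 blank cells, 98.6% of which belong to spots that were not well above background on that array.

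The processed signal was used here. The 1,011 positive and 308 negative control spots were left out, which left 61,657 spots of 58,697 different probes. The spots of the 740 probes with 5 spots were averaged on the log2 scale. The 46 to 134 spots per array with an outlier mark of the scanner software were left out on that array, and 0 spots were saturated. A probe counted as expressed when it was well above background on at least 6 of the 8 arrays of at least 1 group, which left 41,662 probes. The log2 signal was centred on the median of these probes on each array. The number of probes well above background and the median signal of each array stand for the depth, and the number of arrays limits the precision.

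Gene names were taken from RefSeq accessions (14,460 probes), the gene name column (11,782), gene IDs in probe names (6,155), symbols in probe names (1,655), descriptions (1,004) and the part of Supplementary Data S2 used here (583 by probe and 23 by symbol). For 2,244 other probes the name in the files was kept as it stood, and 20,791 probes had none. Names were matched to the RefSeq annotation of the GRCg7b assembly. The 37,906 named probes represented 15,372 genes.

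The model was fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group, empirical Bayes moderation and the Benjamini-Hochberg adjustment within each comparison. Probes with an adjusted p of 0.05 or less and a |FC| of at least 1.2 were called DE. A gene counted as DE when at least 1 of its expressed probes was called. For patterns, lists and single genes, the expressed probe with the highest group mean was used. Where a group had no array on which a probe was well above background, only a limit of the FC is given. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

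The genes reported were set by rule. They are all genes that the paper names in its text, Table 2, Table 4, Fig. 4 or Supplementary Table S2, and the 5 largest rises and 5 largest falls in each comparison among called genes well above background on every array of both groups. The comparisons, the thresholds, this rule and the alternatives were chosen before the data were examined, except that leaving out each array in turn and sex as a term in 22 birds were added later. Some of the genes within this rule are not named one by one here, and 2 of them are not reported here and were left out of the short lists of the text. Lists of marker genes were written for fibroblasts, macrophages, T lymphocytes, adipocytes, endothelial cells, erythrocytes and dividing cells before the model was fitted, and the mean over each list was compared between groups by a two-sided exact permutation test.

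The fit was tested on simulated data with 41,662 probes of which 200 were changed. Of the probes changed 4-fold, 64, 62 and 66 of 67 were found in the 3 comparisons, of those changed 2-fold 50, 46 and 46 of 67, and of those changed 1.41-fold 19, 18 and 15 of 66. Between 6 and 12 unchanged probes were called. Far fewer probes were changed in the simulation than were called in the data, in both directions alike, and the simulated values were not centred. The simulation thus does not test the centring on the median, or the number of false calls where many probes change.

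The alternatives were another scaling of the arrays (75th percentile or quantile normalization), normexp background correction with an offset of 50, the deposited log2 values, 3 other filters on dim probes, slide, sex or replicate number as a term, birds labelled male alone, array weights, separate fits for each comparison, an intensity trend in the moderation, other thresholds on the FC, the mean of the probes of a gene, 100 random draws of 21 arrays that leave out 2 FG-C birds and 1 FG-WSWB bird, and 2 other ways of grouping the genes.

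The histological measurements, the RT-qPCR, the gene network analysis and the GO enrichment tests were not analysed here. The paper left out 3 birds that its text does not name, and all 24 were kept. The list of genes for GO:0045087 was incomplete and was not used. No probe carried the names MYH1E, MYH1F, GPC1, SLIT2, GPR162, LOC107051073, RGCC and PIH1D3, and the probes of IL6, ATP8B1 and CCDC180 were not expressed.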

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

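In this part, the tests of a small share of RNA from females, of a leak between neighbouring arrays, of Z copies that the W-linked probes also detect, of a swap of 2 samples, of a dim array, of an uneven background and of less labelled RNA were chosen only after the results were seen.

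In 14 of 90 groups of 8 arrays, a bird lay farther from the others than the 95% critical value of Dixon's test allows. Chance gives this in about 1 in 20 groups (4.5 of 90).

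FG-C 8 and FG-WSWB 5 account for 10 of these. FG-C 8 had a mean correlation of 0.947 with the other FG-C arrays (0.961 to 0.972 among the others). In the same bird, the mean over the mitochondrial genome was 6.90 (7.64 to 8.18 in the other FG-C birds), and the signal was 2.16 for PPP1R3A, 8.55 for MYH1B and 7.73 for MYH15, each below the other FG-C birds (3.58 to 4.25, 9.56 to 10.11 and 9.22 to 10.54) and towards FG-WSWB. Its mean correlation with the FG-WSWB arrays was 0.979. FG-WSWB 5 lay towards FG-C, with a fibroblast mean of 5.85 (6.46 to 6.85 in the other FG-WSWB birds), a mean over nuclear genes of respiration of 4.17 (3.67 to 3.88), CAPN3 at 4.15 (2.67 to 3.31), PDGFRA at 0.82 (1.53 to 2.08) and FN1 at 7.13 (8.25 to 8.98).

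The paper left out birds as misclassified by histology without naming them in its text, and whether these are among them was not determined here. A swap of the 2 samples would put a bird labelled male in the place of FG-C 8, but its W-linked mean was 1.98, within the range of the females, as its label says. A dim array does not account for FG-C 8 either, since 42,398 probes were well above background on it. A different severity of the defects in these 2 birds than their group gives, or another wrong group label, may explain the values, and neither was tested here.

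On FG-WSWB 3, 35,772 probes were well above background, against 40,511 to 43,803 on the other FG-WSWB arrays. Less labelled RNA would lower the signal, but the median processed signal of this array was 110.4, the second highest of its group. The signal of its negative control spots had an interquartile range of 13.4, against 2.73 to 4.07 on all other arrays, so that an uneven background on that array may explain the smaller number. No biological explanation was tested.

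Among SG birds, SG 6 lay at -0.31 on the second dimension of the scaling plot (0.13 to 0.51 in the others), SG 4 had a fibroblast mean of 6.11 (5.53 to 5.76) and SG 2 had a mean over genes of dividing cells of -0.17 (0.20 to 0.39). No technical or biological explanation was tested for these 3 birds.

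The paper does not report on sex-linked genes. In 2 birds labelled male, FG-C 5 and FG-WSWB 6, the W-linked probes had a mean of 2.04 and 1.90, within the range of the birds labelled female (1.83 to 2.17). Their Z-linked means were -0.17 and -0.14, against -0.29 to -0.17 in the birds labelled female and 0.07 to 0.22 in the other birds labelled male. A mislabelled sample is a candidate explanation for these 2 birds. Whether only the sex in the label is wrong or the sample came from another bird was not tested.

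In 6 other FG birds labelled male, 11 W-linked probes that are dim in SG birds had a signal between the levels of the sexes, at 1.67% of the level of the females in FG-C 2, 1.35% in FG-C 3, 1.03% in FG-WSWB 5, 0.393% in FG-C 6, 0.392% in FG-WSWB 3 and 0.136% in FG-C 4, against 0.0865% to 0.123% in SG birds. A leak between neighbouring arrays of a slide would also raise SG arrays, but SG 8, with 3 neighbours labelled female, was at 0.110% with 0 of 11 probes well above background. Z copies of the fast-growing line that the W-linked probes also detect would give all 6 birds a similar level, but FG-C 2 was at 1.67% and FG-C 6, with 6 of 11 probes well above background, at 0.393%. The highest was 12.3 times the lowest, which is not an exact ratio, since FG-C 4 lay close to the SG birds. A small share of RNA from females should put every probe at the same distance below the females. The SD of this distance over probes was 0.58 on the log2 scale at most in the 3 birds above 1%, and 0.99, 1.39 and 1.41 in FG-WSWB 3, FG-C 6 and FG-C 4, where only 4 to 6 of 11 probes were well above background. The SG birds are at background and give no reference for this spread, so that such a share stays open. Whether it came from sampling, extraction or labelling was not tested, and no biological explanation was tested.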

How the results depend on the processing

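Leaving out each array in turn and sex as a term in 22 birds were chosen after seeing the data. The other alternatives were set in advance. The cause of the changes below was not tested, except where fewer birds or a stricter threshold give fewer calls by construction.

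The number of expressed spots stayed within 1.5 times of the main value under the 4 alternatives that could change it (34,015 to 61,657). The numbers of DE probes and genes stayed within 1.5 times under every scaling, background correction, filter, block, weighting and spread estimate that was run. For FG-WSWB vs. SG, they ranged from 22,612 to 32,516 probes over these alternatives, and the deposited log2 values gave 18,615, 27,649 and 14,491 probes in the 3 comparisons. They moved further in 3 settings. With a fold change of at least 2, 6,508 probes in 2,476 genes were called for FG-C vs. SG, 13,456 in 4,757 genes for FG-WSWB vs. SG, 2,871 in 1,136 genes for FG-WSWB vs. FG-C, and 5,041 genes in at least 1 comparison (against 21,641 in 7,481, 29,804 in 9,579, 15,171 in 5,489 and 10,325). In the birds labelled male alone, FG-WSWB vs. FG-C gave 4,791 probes in 1,975 genes, with 3 FG-WSWB birds against 5 FG-C birds. The lowest of 100 draws of 21 arrays gave 4,204 probes in 1,722 genes for this comparison.

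The shares of the patterns depended more on the settings. The share changed between the lines only (38.9%) was 60.5% in the birds labelled male, 25.8% with the nearest of 12 templates, 0% with hierarchical clustering into 6 clusters and up to 63.8% in the draws of 21 arrays. The share changed in both steps in the same direction (26.3%) was 8.34% in the birds labelled male, 8.08% with a fold change of at least 2, 52.1% with templates, 93.2% with hierarchical clustering and 9.81% in the lowest draw. The share changed only between FG-WSWB and SG (12.9%) was 21.5% in the birds labelled male, 42.5% with a fold change of at least 2 and 23.0% in the highest draw. The share changed with the myopathy only (19.7%) was 8.86% in the birds labelled male, 12.3% with a fold change of at least 2, 11.6% with templates, 0.0312% with hierarchical clustering and 4.09% to 30.2% over the draws. The share changed in opposite directions (2.24%) was 0.764% in the birds labelled male, 3.86% with array weights, 0.848% with a fold change of at least 2, 10.6% with templates and 6.77% with hierarchical clustering, and the lowest, median and highest draws gave 0.295%, 1.31% and 6.04%. With each array left out in turn, this last share ranged from 1.45% (without FG-C 2) to 4.35% (without FG-C 8). The number of probes called for FG-WSWB vs. FG-C then ranged from 11,853 (without FG-C 7) to 19,068 (without FG-C 8), for FG-C vs. SG from 20,462 to 22,283 and for FG-WSWB vs. SG from 29,159 to 30,072.

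The listed genes of each cluster called in the direction of the paper moved as follows. With a fold change of at least 2, the counts were 3 of c1, 175 of c2, 0 of c3, 10 of c4, 335 of c5 and 7 of c6 (limma, against 78, 460, 9, 32, 556 and 46). For c1, scaling to the 75th percentile gave 50 and quantile normalization gave 48. Without a filter on dim probes, c3 had 4 and c4 had 19. In the birds labelled male, c3 had 2 and c6 had 8. Array weights gave 15 for c3, and the median draw gave 3 for c3 and 27 for c6. The other results for these 6 sets, in 19 settings each, stayed within 1.5 times. The short lists and GO terms gave 106 further counts, many of them small. Of these, 82 moved by more than 1.5 times with a fold change of at least 2, 45 in the birds labelled male, 24 in the median draw, 18 without a filter on dim probes, 15 with sex as a term, 14 each with array weights and with separate fits, and 0 to 10 in the other 12 settings.

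Of the 330 calls for named genes, slide as a block kept 321, sex as a term 302, quantile normalization 313, the deposited values 321, the median of the draws 309, the birds labelled male 253 and a fold change of at least 2 kept 203. Where the mean of the expressed probes of a gene replaced the probe with the highest group mean, the direction reversed for MYH15 (4.35, 5.87 and 1.52 for FG-C vs. SG, FG-WSWB vs. SG and FG-WSWB vs. FG-C), MYH1B (2.59 for FG-C vs. SG and 2.20 for FG-WSWB vs. SG), TPM3 (0.33 for FG-C vs. SG and 0.77 for FG-WSWB vs. SG) and GOLGB1 (-0.38 for FG-WSWB vs. SG). Single probes of these genes change in opposite directions, which accounts for the reversals. HBE reversed for FG-WSWB vs. SG in the birds labelled male (-0.016) and MYH1A for FG-WSWB vs. SG with quantile normalization (0.068). Of the 12 genes whose group means are given, only MYH1B for FG-C vs. SG changed its call when an array was left out, for 16 of the 24 arrays.

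The replicate numbers in the labels do not pair the birds. Across the 24 pairs of birds with the same number, the mean correlation of their deviations from the group means was 0.019, and 6 pairs were above 0.1. With the replicate block, 21,877, 29,902 and 15,414 probes were called. Scan day as a block was not run, since each slide was scanned once and the day cannot be separated from the slide.

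The test of an interaction between sex and myopathy gave 0 calls with limma (1,240 probes at an unadjusted p under 0.05), 0 with slide as a block (1,053) and 1 with array weights (4,758). The signal over background limits dim probes. For probes with no array well above background in a group, the FC is only a limit.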

Differences from the paper's values

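The comparisons of this part were planned, except for the fits that leave out single arrays. These fits were chosen after seeing the data and are used only for the numbers of DE genes at its end.

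The lowest and highest log2 FC here are those of named DE probes well above background on every array of both groups, a limit that the paper does not give. Over all tested probes, with or without a gene name, the log2 FC ranged from -6.85 to 10.35 for FG-C vs. SG, from -7.60 to 12.10 for FG-WSWB vs. SG and from -3.93 to 4.35 for FG-WSWB vs. FG-C. These ranges include probes well above background on no array of a group, whose FC is only a limit, so that their ends are no exact values. Within the limit, the highest log2 FC for FG-C vs. SG is 7.79 here, against 6.64 in the paper. Of 19 alternatives chosen before the data were examined, 7 came within the spread, namely no filter on dim probes (7.69), the deposited values (6.75), quantile normalization (7.72), normexp (6.21), sex as a term (7.48), birds labelled male (7.22) and the lowest of 100 draws of 21 arrays (7.38). The lowest log2 FC for FG-WSWB vs. SG is -6.81 in the paper and -5.26 here, and none of the 19 alternatives, which keep this limit, came within the spread. For FG-WSWB vs. FG-C it is -3.87 in the paper and -2.38 here, and only the lowest draw came within it. Some single genes differ as well. Of the Table 2 genes with an expressed probe, 5 of 8 came within the spread for FG-C vs. SG. For FG-WSWB vs. SG 7 of 10 did, and for FG-WSWB vs. FG-C 8 of 9. For Supplementary Table S2, 5, 6 and 7 of 10 genes did in these comparisons. Only the genes outside the spread are given below.

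For shares and numbers of genes in clusters, genes were counted here by the comparisons in which they were called, which is not the same measure as the paper's clusters. Genes called only between FG-WSWB and SG (12.9%) are counted as stepwise together with those called in both steps in the same direction (26.3%). The paper's share of genes that separate SG from the FG birds is 12%, against 38.9% here, and none of 23 alternatives came within 1.5 times. The paper's share for the stepwise clusters is 79%, against 39.2% here, and only hierarchical clustering into 6 clusters (93.2%) came within it. For the share regulated with the myopathy only, the paper gives 9%, against 19.7% here. The birds labelled male (8.86%), a fold change of at least 2 (12.3%) and the nearest of 12 templates (11.6%) came within 1.5 times, and the other 20 did not.

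The paper's numbers of genes in the clusters are 3,117 for c5 and 5,168 for c2, against 1,501 and 2,268 genes here, and of 21 alternatives only hierarchical clustering came within 1.5 times (3,800 and 5,172). For c1 the paper gives 957 genes, against 2,138 here, with only the templates (1,323) within 1.5 times. For c4 it gives 333, against 1,604 here, with none. For c3 it gives 473, against 1,040 here, and for c6 434, against 860 here. In both, the birds labelled male (397 and 334), the median draw (701 and 618) and the templates (598 and 514) came within 1.5 times.

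For genes of Table 2, 1 of the 4 expressed GOLGB1 probes had a log2 FC of -3.07 for FG-C vs. SG. The others lay between -0.02 and 0.01. The paper's log2 FC for this comparison is -2.80 for GOLGB1, against -0.018 here, and none of 21 alternatives came within the spread. For DUSP5 it is 3.84, against 4.42 here, with 5 alternatives within the spread (no filter, 4.32; deposited values, 3.89; normexp, 3.59; lowest draw, 4.21; mean of the expressed probes, 4.02). For RUNX1 it is 3.22, against 4.19 here, with the deposited values (2.64) and the mean of the probes (3.56) within the spread. The value here is not exact, since the RUNX1 probe was well above background on only 5 of 8 SG arrays. For FG-WSWB vs. SG, the paper's value for TNNT1 is 5.85, against 6.65 here. The alternatives without a filter (6.57), with a filter of at least 1 array (6.60), with the deposited values (5.63), with sex as a term (6.52), in birds labelled male (6.45), in the lowest draw (6.53) and with the mean of the probes (5.83) were within the spread. The paper's value for APTX is -2.86, against -2.19 here, with the mean of the probes (-2.42) within it. For MYH15 it is 7.37, against -2.71 here, with none. For FG-WSWB vs. FG-C, the paper's value for FBLN1 in both tables is 3.85, against 2.46 here, and the birds labelled male (2.85), array weights (2.72), the highest draw (3.18) and the mean of the probes (2.69) were within the spread.

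For genes of Supplementary Table S2 and FG-C vs. SG, the paper's log2 FC is 5.97 for MYH1B, against -0.43 here, 5.20 for MYH1A, against -0.17 here, and 5.19 for TPM3, against -0.44 here, and no alternative came within the spread. For MYH15 it is 4.91, against -0.89 here, with the mean of the probes (4.35) within it. This mean is not exact, since it includes a probe well above background on 0 of 8 SG arrays. For CSRP3 it is 5.46, against 7.24 here, with the deposited values (5.84) and normexp (5.41) within it. For FG-WSWB vs. SG, the paper's values are 7.88 for MYH15, against -2.71 here, 7.55 for TPM3, against -0.26 here, and 7.12 for MYH1B, against -1.24 here, with no alternative within the spread. For CSRP3 the paper gives 7.36, against 8.69 here, with the deposited values (7.32) and normexp (6.92) within it. Both values for CSRP3 here are not exact, since its probe was well above background on only 6 of 8 SG arrays. For FG-WSWB vs. FG-C, the paper gives -3.46 for FRMD5, against 2.86 here, and 3.28 for MYH15, against -1.82 here, with no alternative within the spread. The FRMD5 value here is from a probe of gene ID 396204, which the RefSeq annotation gives to CCN3. Whether both FRMD5 values are for the same gene is therefore open.

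The paper reports that MYH1B rises in FG muscles and that MYH15 rises in all comparisons, whereas the probe with the highest group mean fell for both genes. Single probes of both names rose. For FG-WSWB vs. SG, the 4 rising MYH15 probes well above background on every array had a log2 FC of 7.14 to 8.16, against 7.37 and 7.88 in the paper. The 2 rising MYH1B probes had 5.12 and 7.00, against 7.12 in the paper. The highest probe of TPM3 had 2.28, against 7.55 in the paper. The mean of the expressed probes had a positive log2 FC in all 3 comparisons for MYH15 and in both comparisons with SG for MYH1B. In its list of DE genes per comparison, the paper also finds more DE genes between FG-WSWB and FG-C than between FG-C and SG, although the number it gives later for the former is the smaller one. Here 5,489 genes were called in the former and 7,481 in the latter comparison, with all 24 arrays. The paper's numbers are without the birds that it left out. Without FG-C 8, 6,710 genes were called in the former and 7,196 in the latter comparison. Without FG-C 7, the numbers were 4,453 and 7,644. The order was the same in both fits, but the gap depended on single FG-C birds. Whether the birds left out account for the paper's order was not tested, since its text does not name them.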

Other observations

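In this part, the tests of a lower share of muscle fibres in FG-C against SG, of leaving out FG-C 8, of sex as a term in 22 birds and of leaving out 2 birds labelled male from the Z-linked shift were chosen only after the results were seen. The test of the MYH15 probes was set up after their opposite directions had been seen and before its correlations were computed.

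Random splits of the birds were drawn for each comparison, 100 with the labelled split included. For FG-C vs. SG and for FG-WSWB vs. SG, 1 of 100 splits, the labelled one, called as many probes, which argues against chance as the cause of these counts. The highest other splits called 14,863 and 22,021 probes, each after exchanging 1 bird of each group. For FG-WSWB vs. FG-C, 2 of 100 splits called as many. The other split exchanged FG-C 8 and FG-WSWB 7 and called 16,899 probes, against 15,171 with the labels. This also argues against chance. FG-C 8 had a mean correlation of 0.979 with the FG-WSWB arrays and of 0.947 with the other FG-C arrays. Without it, 19,068 probes were called, the most of the 24 fits that leave out 1 array, and without FG-WSWB 7 14,153. The place of FG-C 8 close to FG-WSWB is thus a candidate explanation for the larger number after that exchange.

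A slide effect or the different share of females in the groups could add calls. With slide as a block, 21,245 probes were called for FG-C vs. SG, 29,681 for FG-WSWB vs. SG and 14,826 for FG-WSWB vs. FG-C. With sex as a term, 20,012, 27,050 and 12,863 probes were called. This term follows the labels, and FG-C 5 and FG-WSWB 6 are labelled male with the W-linked level of females. Without these 2 birds, 18,672, 24,968 and 10,716 probes were called with sex as a term and 20,706, 29,375 and 14,191 without it. Neither slide nor sex thus accounts for more than a part of the calls in these fits. Other differences between the lines and the groups, such as body weight, were not tested.

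Among the 16 fast-growing birds, limma called 0 probes for the sex in the labels (3,329 at an unadjusted p under 0.05, and 0 with slide as a block or with array weights). The interaction of sex and myopathy also gave 0 calls (1,240 at an unadjusted p under 0.05, 0 with slide as a block and 1 with array weights). Where the labels give 0 calls, any split of the birds calls as many (100 of 100 in both cases), so that splits decide nothing here. Since 2 birds labelled male had the W-linked level of females, the labelled split mixes the sexes, and these counts say nothing about a sex difference between correctly labelled birds.

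The median log2 FC of 1,327 Z-linked probes less that of the autosomal probes was -0.19 for FG-C vs. SG and -0.27 for FG-WSWB vs. SG. In the birds labelled male, it was -0.08 and -0.058. These still include FG-C 5 and FG-WSWB 6, which have the W-linked level of females. Without them it was -0.0052 for FG-C vs. SG (4 against 8 birds) and 0.069 for FG-WSWB vs. SG (2 against 8 birds). The females in the fast-growing groups only are thus a candidate explanation for this shift, and these 2 birds for the part left in the birds labelled male. A difference between the lines was not tested apart from this.

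The haemoglobin genes were higher in FG-WSWB than in FG-C. More blood in the muscle samples would raise other genes of erythrocytes as well. The median log2 FC of 14 such genes was 0.020, but they went both ways (-1.33 to 0.84, 2 called higher and 3 lower). Within the groups, over 24 birds, the haemoglobin mean was compared with 4 measures, namely the mean of the other erythrocyte genes, SLC4A1, RHAG and GATA1. The Pearson r was 0.479, 0.607, 0.886 and 0.371 (permutation p of 0.0187, 0.00198, 1.0e-05 and 0.0734; adjusted p of 0.0249, 0.00396, 4.0e-05 and 0.0734 over 4 relations), and Spearman's rho was 0.487, 0.467, 0.808 and 0.354 (permutation p of 0.0172, 0.0230, 2.0e-05 and 0.0893). Without the 2 birds farthest from the median, r was 0.0825, 0.240, 0.823 and 0.104. Within the 3 slides, r ranged from -0.174 to 0.844, from 0.346 to 0.899, from 0.875 to 0.952 and from 0.0219 to 0.736. RHAG thus follows haemoglobin while the list as a whole does not rise, so that more blood and a change of expression cannot be told apart for the haemoglobin genes.

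Fibroblast genes were higher in FG-WSWB than in FG-C, with a median log2 FC of 1.05. A lower share of muscle fibres in the sample would by itself raise the markers of every other cell type alike. The mean over the endothelial markers differed by -0.23 (two-sided exact permutation test, p = 0.0256, adjusted p = 0.0427; lower in 7 of 8 birds). The paper counted fewer capillaries per field in FG-WSWB than in FG-C muscles, and fewer in FG-C than in SG muscles. Endothelial genes could thus fall whatever the share of muscle fibres, so that this test does not decide. Between FG-C and SG, the endothelial mean differed by -0.19 (two-sided exact permutation test, p = 0.0148, adjusted p = 0.0261; lower in 7 of 8 birds), with the same limit. In that comparison, macrophage and T lymphocyte genes were higher and fibroblast genes were not. This argues against a lower share of muscle fibres as the whole cause. A change in the share or the expression of single cell types stays open and was not tested. The endothelial direction was the same with scaling to the 75th percentile and with quantile normalization, where the permutation test was not repeated. In the main scaling, the median log2 FC over all probes was also negative (-0.12 for FG-C vs. SG and -0.08 for FG-WSWB vs. FG-C).

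The 39 probes of the mitochondrial genome fell between FG-C and FG-WSWB, with a median log2 FC of -0.50 (31 called lower), and nuclear genes of cellular respiration fell too, with a median of -0.33. Fewer mitochondria per sample may explain both. A lower share of fibres rich in mitochondria or less transcription was not tested. The fall of the mitochondrial probes was -0.46 with scaling to the 75th percentile and -0.27 with quantile normalization.

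The log2 FC from the authors' deposited values was smaller than from the processed signal. Among the called probes in 3 equal parts by brightness, the median ratio of both for FG-C vs. SG was 0.580 in the dimmest, 0.891 in the middle and 0.977 in the brightest part. Background left in the signal may explain this, since the deposited values are not background-subtracted. No biological explanation applies, since the same arrays are compared.

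Of the 14 expressed MYH15 probes, 3 fell and 11 rose. Within the groups, over 24 birds, the falling probes followed the probes of MYH1A, with a Pearson r of 0.808, 0.915 and 0.845 (permutation p of 2.0e-05, 1.0e-05 and 1.0e-05, where 1.0e-05 is the smallest that the permutations can give; adjusted p of 4.0e-05, 3.0e-05 and 3.0e-05 over 6 relations). Spearman's rho was 0.633, 0.867 and 0.768 (permutation p of 0.00135, 1.0e-05 and 5.0e-05). Without the 2 birds farthest from the median, r was 0.595, 0.830 and 0.717, and within the 3 slides it ranged from 0.597 to 0.981. With the rising MYH15 probes, r was -0.709, -0.523 and -0.634 (permutation p of 0.00036, 0.0111 and 0.00183; adjusted p of 0.00054, 0.0111 and 0.0022) and rho was -0.507, -0.335 and -0.461 (permutation p of 0.0118, 0.110 and 0.0246). Without the 2 birds, this r was -0.512, -0.309 and -0.431, and within the slides it ranged from -0.848 to -0.186. Probes that detect another myosin heavy chain gene are thus a candidate explanation for the falling probes, found in the same data that it was tested on. The paper's RT-qPCR also found MYH15 higher in FG-WSWB than in SG muscles, the direction of the rising probes. Transcripts of MYH15 that differ between the groups stay open, since the RT-qPCR was not set against the falling probes here.

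On the second dimension of the scaling plot, 7.08% of the variance, 3 birds changed sides when the 1,378 probes of the Z and W chromosomes were left out. FG-C 1 moved from 0.37 to -0.67, FG-C 7 from 1.08 to -0.36 and FG-WSWB 3 from -1.18 to 0.31.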
